# Transcriptome analysis indicates improved adipose tissue function in growing Iberian pig fed olive by-products based diets

**DOI:** 10.3389/fgene.2025.1571393

**Published:** 2025-05-16

**Authors:** Patricia Palma-Granados, Juan M. García-Casco, Ramón Peiró-Pastor, Cristina Óvilo, Miguel A. Delgado, Fabián García, Adrián López-García, Elena González, María Muñoz

**Keywords:** olive by-products, native pigs, Iberian pigs, transcriptome, alternative diets, backfat

## Abstract

Supplementing diets with olive by-products offers promising benefits for alleviating animal stress caused by feed restriction without compromising growth. The aim of this study was to explore the transcriptome of backfat in Iberian pigs fed experimental diets based in olive by-products. This study involved 15 pigs, which were placed into three diet groups: a Control (C) group, a dry olive pulp (DOP) group, which was fed a compound feed elaborated with olive pulp, and a wet crude olive cake (WCOC) group, which was fed a compound feed and an olive cake silage provided *ad libitum*. The pigs were fed these diets for 191 days, and at a body weight of 95 kg, backfat biopsies were taken, and transcriptome analyses were performed on 5 animals per group. Compared to the C group, we identified 411 and 924 differentially expressed genes (DEG; q < 0.05, |Fold Change|>1.5) for DOP and WCOC diets, respectively. In the DOP diet, functions related to *polysaccharides metabolism* were significantly activated, while the WCOC exhibited activated biological processes associated with *apoptosis* and *cellular death*. Both supplemented diets showed inhibition of functions involved in *inflammatory* and *immune responses*, as well as *reactive oxygen species production*. Furthermore, in the WCOC diet, functions related to *cholesterol* and *lipid metabolism* were repressed. In both comparisons, the *ADIPOQ* gene played a key role in the majority of affected functions. Our findings suggest that olive by-products may enhance adipose tissue function, which could have positive implications for animal health.

## 1 Introduction

The Iberian pig is a native breed from southwest Spain, traditionally raised using a free-range system that incorporates a unique fattening nutritional strategy named *Montanera*. This traditional method relies on the natural resources available in the environment, particularly acorns and pasture. Before entering this final fattening stage, the pigs undergo a period of feed restriction during their growth stage to attain the desired weight and body composition (Lopez-Bote, 1998). However, this process can lead to an undesirable stress for the animals, conflicting with principles of animal welfare.

The use of diets based on by-products from agricultural industries, such as flax, grapes and pumpkin (Vlaicu et al., 2019), as well as chestnuts and sugar beet (Díaz et al., 2009), which have low energy and high fiber content, could help minimize the stress caused by food restriction by increasing the feeling of satiety. Furthermore, their use in animal feeding should contribute to sustainability and the circular economy by reducing costs in agricultural and livestock production, as they are obtained from local products (de Miguel et al., 2015). Among the by-products available for animal feed, those from the olive industry can also enhance animal health and prevent diseases due to their high content of bioactive compounds, such as antioxidant molecules and essential fatty acids (Otero et al., 2021). On the other hand, the presence of dietary fiber in these by-products can positively influence the digestive health of the animals, supporting better intestinal function and nutrient absorption (Hu et al., 2023).

Differential gene expression studies using RNA-sequencing (RNA-seq) technology enable the identification of changes in the expression of genes involved in key biological processes and the exploration of pathways, mechanisms, and biological processes altered in different experimental groups. Consequently, numerous studies have investigated the effects of diverse diets on the transcriptome of pigs. For instance, Muñoz et al. (2021) observed alterations in the expression of genes related to lipid and cholesterol metabolism in the liver, as well as genes associated with growth, development, and meat quality in muscle, in Duroc × Iberian crossbred pigs fed low-protein diets. Benítez et al. (2017) observed differences in the expression levels of lipogenic and lipolytic genes between animals fed with high-oleic diets and those fed carbohydrate-rich diets. These same authors demonstrated that diets with different energy sources significantly affect biological pathways related to inflammation, lipid metabolism, and fat tissue development in the adipose tissue of Iberian pigs (Benítez et al., 2019).

In previous studies, our group demonstrated the usefulness of olive by-products in feeding growing Iberian pigs (40–100 kg) prior to *Montanera* with minor impact on growth rates and meat quality at 160 kg (García Casco et al., 2017; Palma-Granados et al., 2022). Moreover, a positive effect was observed on fatty acids profile, with an increase of oleic acid (C18:1) and a decrease of saturated fatty acids (SFA) (Palma-Granados et al., 2022). Additionally, our study revealed that the presentation format of these by-products, whether as pellets or as silage form, could differently affect the animal’s biology. In order to achieve a deeper understanding of gene regulation and biological processes affected by this type of feeding, the present nutrigenomics study analyzed the backfat transcriptome of Iberian pigs fed different diets based on olive by-products during their growing period.

## 2 Materials and methods

### 2.1 Olive by-products and diets

This study is part of a broader experiment on the overall effect of including olive by-products in the growing diets of Iberian pigs fattened in the *Montanera* system, a detailed description of the olive by-products and diets a has been previously explained in Palma-Granados et al. (2022).

In summary, two types of olive by-products were used in this work: dry olive pulp and wet crude olive cake, obtained at different stages of the normal olive oil extraction process. In the first step of this process, wet crude olive cake was obtained as a residue. This is a semi-liquid paste composed of olive pulp, skin, stone, and 71% water, making it one of the quickest, easiest, and most cost-effective by-products to obtain. Subsequently, the stone was removed, and a second oil extraction was conducted. The resulting mass was partially dehydrated to obtain dry olive pulp, which contains skin, pieces of olive stone, and a small proportion of olive oil (Molina-Alcaide and Yáñez-Ruiz, 2008).

Three diets were employed. Control diet (C) consisted of a compound feed (C_CF) formulated to cover the protein and energy requirements of the growing period. A second diet (DOP) was based on a compound feed (DOP_CF) that contains 45% of olive pulp by-product in its composition. And a third diet (WCOC) included a compound feed specifically formulated for this group without by-product (WCOC_CF) and a silage with a mixture comprising 75% of crude olive cake and 25% of barley straw. The analytical compositions of by-products and the feed used in each dietary treatment are shown in Supplementary Table S1. The corresponding ingredients of the different compound feeds supplied to each group are described in Supplementary Table S2. In Figure 1, a description of by-products, diets and groups is presented.

**FIGURE 1:**
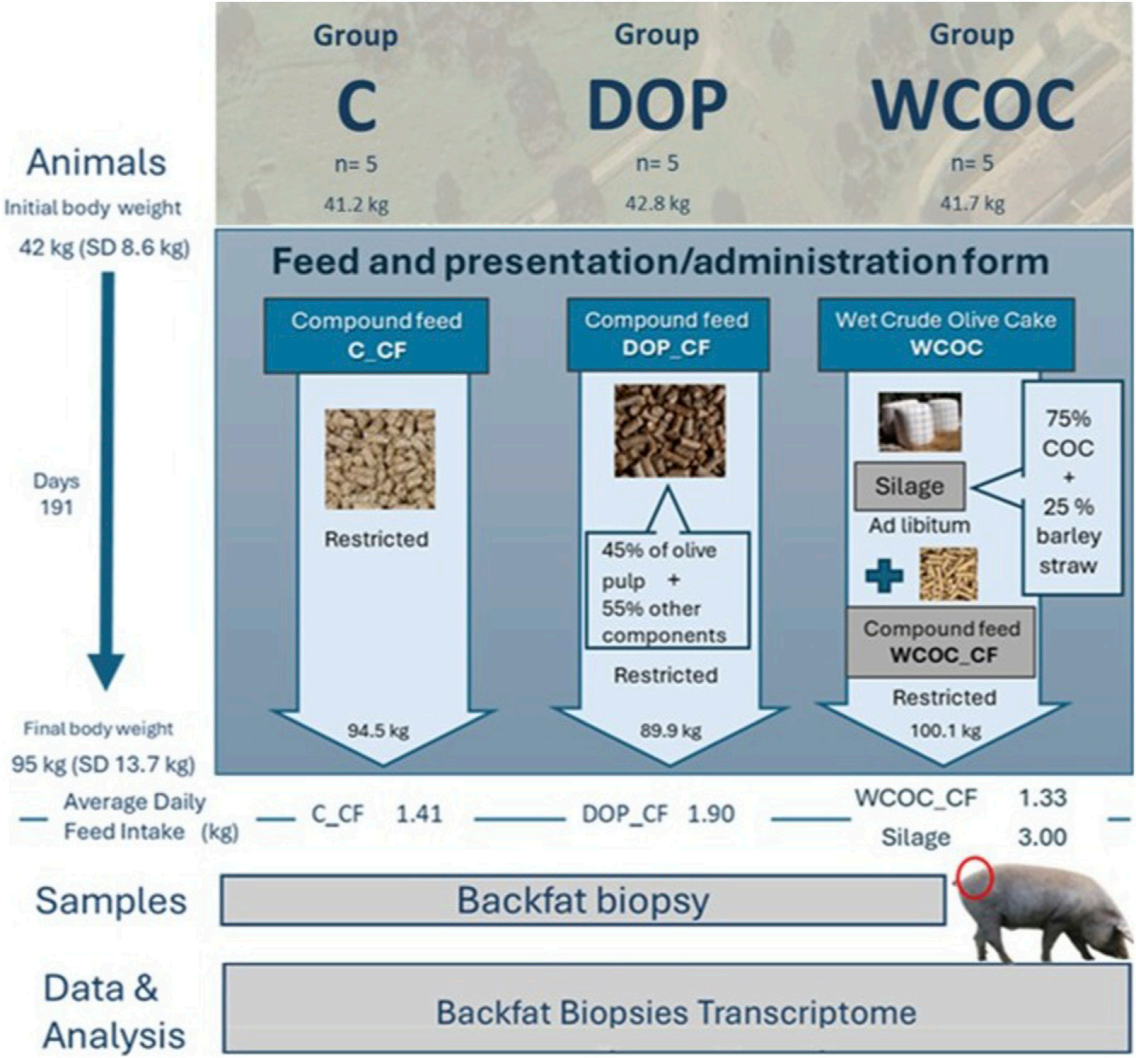
Description of the experimental design, olive by-products, and diets.

### 2.2 Animal material

Animal manipulations were performed according to the Spanish Policy for Animal Protection RD 53/2013, which meets the European Union Directive 2010/63/EU about the protection of animals used in experimentation. The experimental protocol was approved by the Animal Welfare Section of the Extremadura region (no: EXP-20161004, ref.: SBC/mbr).

This study is part of a broader experiment on the overall effect of including olive by-products in the growing diets of Iberian pigs, fattened in the traditional system and slaughtered at a commercial body weight of 160 kg (Palma-Granados et al., 2022). The experimental design included a total of 44 Iberian pigs. At 6.5 months of age and 42 ± 8.6 kg of body weight, the animals were randomly divided into three groups and assigned to separate pens (one group per pen). All pens had a total area of 110 m^2^, with both open and covered sections, and were positioned adjacent to one another to ensure consistent water availability and spatial orientation. Each group received one of the three dietary treatments during the growing period: Control (C, n = 15), dry olive pulp (DOP, n = 14) and wet crude olive cake (WCOC, n = 15) group, respectively. All compound feeds were provided as pellets: DOP_CF and WCOC_CF at 60%, and C_CF at 70% of *ad libitum* energy intake. The silage offered in the WCOC diet was supplied *ad libitum*. A detailed explanation of the diets used and the feeding procedure is provided in Palma-Granados et al. (2022). The animals were fed these diets for 191 days, reaching 95 ± 13.7 kg of body weight at the end of the growing period at 12 months old. The experiment was conducted on a commercial farm without individual feeders, so individual feed intake was not measured. Instead, the average daily feed intake (ADFI) was calculated per group at the end of the experiment. In the C group, ADFI was 1.41 kg per day and pig. For the DOP group, ADFI was 1.9 kg per day and pig, and for the WCOC group, compound feed intake was 1.33 kg per day and pig, while silage intake was 3 kg per day and pig.

Subsequently, backfat biopsies were taken for transcriptome analysis, approximately 4–6 cm from the midline of the spine in the dorsal lumbar region, at a depth of about 2 cm. Samples were obtained using a cylindrical biopsy device with a sharpened edge of 0.5 cm in diameter under local anaesthesia with 2% lidocaine-HCI (Fresenius Kabi, Barcelona, Spain). Pigs were previously sedated by intramuscular injection of 2 mg/kg of body weight of azaperon (Stresnil, Ecuphar, Barcelona, Spain). After the biopsy, the area was sprayed with oxytretracycline (Veterin Tenicol; MSD Animal Health, Salamanca, Spain). All necessary measures were taken to prevent and alleviate discomfort of the animals during and after the process. Biopsy samples from the 44 pigs were placed in cryotubes, snap frozen in liquid nitrogen, and stored at −80°C until analysis. For the RNA-seq analysis, five samples per dietary treatment were selected (15 in total), according to the quantity and quality of the RNA as the main criterion.

### 2.3 RNA isolation, library construction and sequencing

Total RNA was extracted using the RiboPureTM of High Quality total RNA kit (Ambion, Austin, TX, United States) following the manufacturer’s recommendations. RNA was quantified with a NanoDrop device (NanoDrop Technologies, Wilmington, United States) and the integrity was assessed using the RNA Integrity Number (RIN) value from the Agilent 2100 Bioanalyzer device (Agilent technologies, Santa Clara, CA, United States). RIN values ranged between 6.6 and 8.2.

Library preparation and sequencing paired-end libraries were prepared using TruSeq SBS Kit v3 (Illumina, San Diego, CA, United States) for each sample. Multiplex sequencing of the libraries was carried out on a HiSeq 2000 sequence analyzer (Illumina, Inc.) with four samples per lane according to the manufacturer’s instructions at Centro Nacional de Análisis Genómico (CNAG, Barcelona, Spain), with a target depth sequencing of 40 million of reads. Paired-end reads of 76 bp were generated. The raw sequence data have been deposited in the Gene Expression Omnibus (GEO) expression database under the accession number: GSE264195.

### 2.4 Bioinformatics

Quality analyses were performed for the reads’ files using FastQC software (Babraham Bioinformatics, http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Quality assessment included measurements of sequence read lengths, base-coverage, nucleotide contributions, base ambiguities, quality scores, and identification of over-represented sequences. All the samples met the quality control parameters, exhibiting uniform length, 100% coverage across all bases, 29% of A and T, and 21% of G and C nucleotide contributions, 50% GC on base content and <0.1% overrepresented sequences, as average. Reads were then mapped against the pig reference genome (Sscrofa11.1) using HISAT2 (Kim et al., 2019), the alignment parameters used were those established by the default HISAT2, except for--rna-strandness, where it was specified that the reads come from a “strand-specific” RNA sequencing protocol. Given that the percentage of mapped reads exceeded 80%, no additional trimming or filtering of reads was deemed necessary. Subsequently, HTSeq-count (Anders et al., 2015) was used to merge reads based on overlapping paired-end reads, aiming to identify genes and to count the reads associated with these genes. Differential expression analyses were carried out using the DESeq2 package (Love et al., 2014) in the R environment (Team, 2015). Genes were considered as differentially expressed (DEGs) when the log2 fold change (log2FC) of the expression differences between the experimental diet (DOP or WCOC) and C group was |log2FC|≥ 0.58 for each comparison and a q-value <0.05.

### 2.5 RNA-sequencing validation by real-time quantitative PCR

RNA used in the RNA-seq study was employed to perform the technical validation of differential expression results by qPCR. Primer sequences for each gene were designed to cover different exons and ensure the amplification of the cDNA. 

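The 10 primer pairs of Supplementary Table S3 were aligned to the Sscrofa11.1 sequence, and 8 pairs had an exact match for each primer. The CLU pair lies within exon 4 of 8 on chromosome 14, from 11342798 to 11342978, and crosses 0 introns. The other 7 pairs cross 1 or 2 introns: the RUNX1 primers sit in exons 4 and 5, spanning 19238 bp of the genome. The KERA primers lie 195 bp apart on the transcript. The reverse primers of KIT and CSF1R had no exact match on the chromosome of their gene, so no product could be placed for them.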

To achieve this, Primer Select Software (DNASTAR, Wisconsin, United States) was employed, using available ENSEMBL sequences. Detailed information regarding the specific primers is provided in Supplementary Table S3. First-strand cDNA synthesis was conducted using random hexamers and Superscript III (Invitrogen, Life Technologies, Paisley, United Kingdom) in 20 µL of total volume containing 0.5 µg of total RNA and following the supplier’s instructions. 

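The Sscrofa11.1 annotation places ATF3 (ENSSSCG00000015595) on chromosome 9 from 130772259 to 130829678, CLU (ENSSSCG00000009668) on chromosome 14 from 11336585 to 11352569, CSF1R (ENSSSCG00000014441) on chromosome 2 from 151102138 to 151130311 and KERA (ENSSSCG00000000917) on chromosome 5 from 91794317 to 91802362. It places KIT (ENSSSCG00000008842) on chromosome 8 from 41402334 to 41492306, LGALS3 (ENSSSCG00000005055) on chromosome 1 from 184478639 to 184496155, OLR1 (ENSSSCG00000000647) on chromosome 5 from 61799356 to 61809691, PCK1 (ENSSSCG00000007507) on chromosome 17 from 57930507 to 57936523 and RUNX1 (ENSSSCG00000035537) on chromosome 13 from 198371835 to 198635648. In the control pigs the mean RNA-seq level of these genes ran from 7.27 ± 1.17 CPM (KIT) to 190.0 ± 130.4 CPM (LGALS3), n = 5.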

RT-qPCR was performed for a set of 10 selected genes including *ATF3, CLU, CSF1R, HMGCR, KERA, KIT, LGALS3, OLR1, PCK1,* and *RUNX1* (Supplementary Table S3). The selection of the two most stable endogenous genes for data normalization in each comparison was performed by evaluating *GAPDH, ACTB, TBP, EEF2, PPIA* and *B2M* with the Genorm software (Vandesompele et al., 2002). Actin Beta (*ACTB*) and Peptidylprolyl Isomerase (*PPIA*) genes were used to normalize the expression data. The quantification of the transcripts was carried out in a LightCycler480 device (Roche, Basel, Switzerland) using SYBR Green Mix (Roche, Basel, Switzerland), following standard procedures. Each sample was run three times, and dissociation curves were acquired for every individual replicate. Confirmation of the specific amplification of the genes was established through the observation of single peaks in the dissociation curves. The PCR efficiency for each gene was determined using a standard curve calculation, employing four points of the cDNA serial dilutions. Pearson correlations were calculated between the expression values derived from the normalized counts generated by DESeq and the normalized RT-qPCR expression data. Additionally, the concordance correlation coefficient (CCC) (Miron et al., 2006) between the fold change values estimated from RNA-seq and RT-qPCR expression measures, was calculated.

### 2.6 *In silico* functional analyses

The Ingenuity Pathway Analysis (IPA) software (Ingenuity Systems, Qiagen, CA, United States) was used to functionally annotate the DEGs and to explore the enrichment of biological functions. Moreover, it facilitated the evaluation of the activation or inhibition of canonical pathways, along with the identification of potential regulators associated with the DEGs.

## 3 Results

### 3.1 Characterisation of the backfat transcriptome

The transcriptome of the 15 selected pigs was characterized through the RNA-seq technique. 

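Subcutaneous fat of 5 pigs per diet, after 191 days on C, DOP or WCOC, is represented by 1 file of raw HTSeq counts per pig, and each file lists 30477 Ensembl genes. The counts were analysed with edgeR. Its function filterByExpr kept 14918 genes, the libraries were scaled by TMM, and 1 quasi-likelihood model with a mean per diet was fitted to all 15 libraries (common dispersion 0.0814). Two-sided p-values were adjusted by the Benjamini-Hochberg method over these genes, and a DEG had an adjusted p under 0.05 and a log2FC of at least 0.58 in size, which are the paper's limits. Levels are given as CPM after TMM scaling, mean ± SD of n = 5 libraries, and each log2FC with its standard error (SE). DESeq2, the paper's tool, was run on the same counts as an alternative, and every comparison was refitted with each of its 10 libraries left out in turn (leave-one-out fits). In counts simulated with 5 libraries per group, 155 of 200 genes changed by 1 or 2 on the log2 scale were called (77.5%). The share was 91% for changes of 2 and 64.6% for changes of 1. Smaller changes and variation shared between genes were not simulated. The sequencing records place all DOP libraries and control replicate 5 on flow cell B, and the other 4 controls and all WCOC libraries on flow cell A, so DOP shares its flow cell with only 1 library of another diet.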

In the C, DOP and WCOC groups, a total of 37.6, 41.4 and 38.3 million raw reads were obtained, respectively. 

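Summed over the genes and the 5 summary lines of each file, the libraries held on average 37627975, 41420174 and 38294719 read pairs in C, DOP and WCOC. Between 67.2% and 76.6% of a library fell on genes. The count on genes ranged from 22373715 to 34745218 per library, with medians of 27522449 in C, 29104570 in DOP and 27098819 in WCOC. The 10 most abundant genes took 10.4% to 21.9% of the gene counts, and the TMM factors lay between 0.857 and 1.21.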

The average percentage of mapped reads was equal to 85.9% in the C, 87.2% in the DOP and 87.5% in the WCOC groups. 

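The files list 10.6% of the read pairs as not aligned in C (range 7.66% to 14.9%), 9.74% in DOP (7.15% to 13.4%) and 9.08% in WCOC (5.34% to 14.6%), n = 5 each, and the ranges of the diets overlap. A further 8.27%, 8.51% and 8.34% were aligned outside annotated genes, and 2.57%, 2.80% and 2.82% were ambiguous between genes.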

Supplementary Table S4 provides a summary of the number of reads obtained and the percentage of mapped reads per sample. This study revealed that the dietary supplementation of pigs with olive by-products have an impact at the transcriptional level in subcutaneous fat, allowing the identification of 411 differentially expressed genes (DEGs) between the DOP and C diets (Supplementary Table S5), with 220 being upregulated (log_2_FC from 0.59 to 6.59) and 191 inhibited (log_2_FC from −0.58 to −4.97) in DOP compared to the C diet. 

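Every file total lies within 32 read pairs of 1 sample of Supplementary Table S4, and the smallest gap is 6. The DOP and WCOC replicates match the S4 sample of the same number. For the controls the numbers are shifted: replicate 1 (30431956 read pairs) matches the paper's Control_2, replicates 2, 3 and 4 match Control_3, Control_4 and Control_5, and replicate 5 (36624949) matches Control_1. Diet membership is the same in each case, and replicate numbers are those of the count files.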

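With the edgeR test, 114 of 14918 genes were DEGs between DOP and C, 32 higher in DOP (log2FC 0.59 to 3.82) and 82 lower (log2FC −0.63 to −5.24), and 2623 genes had an unadjusted p under 0.05. Of the paper's 411 DEGs, 403 passed the filter, all 403 changed in the direction the paper gives, 392 of them with an unadjusted p under 0.05, and 86 were DEGs. Across these genes the log2FC correlates with that of Supplementary Table S5 (r = 0.986). DESeq2 with the same limits called 507 genes, 310 of them among the 411. The number of calls was largest in the fit without control replicate 1 (200) and fell to 0 without control replicate 3, control replicate 5, DOP replicate 2 or DOP replicate 4, where 2135, 2290, 2275 and 2426 genes had an unadjusted p under 0.05. It was 1 without DOP replicate 5 and 4 without DOP replicate 3. In 517 of all 14918 tested genes (3.47%) the 5 values of DOP and the 5 of C did not overlap, which random grouping gives for 0.794% of genes. Among DEGs without overlap and with a mean of at least 1 CPM over all libraries, the largest rises were PRND (ENSSSCG00000032923, log2FC 3.82, SE 0.58, adjusted p = 0.0268), IL13RA2 (ENSSSCG00000012594, log2FC 2.07, SE 0.28, adjusted p = 0.0268) and ENSSSCG00000007336 (log2FC 1.64, SE 0.31, adjusted p = 0.0306). The largest falls were SPP1 (ENSSSCG00000009216, log2FC −5.24, SE 0.84, adjusted p = 0.0277), TREH (ENSSSCG00000028204, log2FC −4.34, SE 0.94, adjusted p = 0.0452) and C1QL2 (ENSSSCG00000015717, log2FC −4.01, SE 0.76, adjusted p = 0.0300). PRND rose from 0.218 ± 0.158 to 3.11 ± 1.58 CPM, with counts of 1 to 11 in the controls and 41 to 120 in DOP, and SPP1 fell from 292 ± 309 to 7.75 ± 4.48 CPM.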

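For WCOC against C the edgeR test gave 933 DEGs, 347 higher in WCOC (log2FC 0.58 to 4.37) and 586 lower (log2FC −0.58 to −3.89), among 3931 genes with an unadjusted p under 0.05. In 1137 of all tested genes (7.62%, 0.794% by random grouping) the WCOC and C values did not overlap. The paper lists 924 genes in Supplementary Table S6: 910 passed the filter, all of these changed in the listed direction, 907 with an unadjusted p under 0.05, 705 were DEGs, and the log2FC values of both analyses correlate across these genes (r = 0.999). DESeq2 called 1219 genes, 886 of them listed in S6. Leave-one-out fits gave between 468 DEGs (without WCOC replicate 1) and 1163 (without WCOC replicate 2). With only the libraries of flow cell A, 4 C and 5 WCOC, 486 genes were called. The largest rises without overlap were FAM131C (ENSSSCG00000003470, log2FC 2.69, SE 0.56, adjusted p = 0.00981), ENSSSCG00000048562 (log2FC 2.12, SE 0.34, adjusted p = 0.00203) and PCK1 (ENSSSCG00000007507, log2FC 2.08, SE 0.39, adjusted p = 0.00568). The largest falls were ENSSSCG00000008769 (log2FC −3.35, SE 0.66, adjusted p = 0.00760), ENSSSCG00000034469 (log2FC −3.24, SE 0.63, adjusted p = 0.00684) and ST14 (ENSSSCG00000015246, log2FC −3.17, SE 0.55, adjusted p = 0.00357). All 6 were called in all 10 leave-one-out fits.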

In the comparison between the WCOC and C diets, there were 924 DEGs (Supplementary Table S6), 281 of them upregulated (log_2_FC from 0.58 to 21.73) and 643 inhibited (log_2_FC from −0.58 to −4.53) in WCOC. Table 1 shows the most relevant DEGs between each of the experimental diets (DOP or WCOC) and the C group. 

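Among the Table 1 genes higher in DOP, SLIT1 (chromosome 14, 108446003 to 108624508) had log2FC 1.48, SE 1.49, edgeR adjusted p = 0.659, and its counts varied within the groups, from 0 to 161 in DOP and from 0 to 78 in C. MYBPH (chromosome 9, 113872439 to 113884544, overlapping ADORA1) had log2FC 3.81 ± 1.22 (SE), adjusted p = 0.141. Its DOP libraries ranged from 0.884 to 225 CPM and its mean in C was 4.14 ± 5.81 CPM. GPX2, TNFRSF11B and ANKRD34A, whose spans overlap CHURC1, COLEC10 and POLR3GL, did not pass the filter. Their counts in DOP replicates 1 to 5 were 0, 16, 0, 12 and 189 for GPX2, 3, 9, 3, 23 and 109 for TNFRSF11B, and 2, 23, 2, 53 and 306 for ANKRD34A, against at most 2, 6 and 17 in any control. The genes lower in DOP were SPP1, TREH (1.73 ± 1.01 CPM in DOP and 35.2 ± 39.2 CPM in C), TM4SF19 (log2FC −4.42 ± 0.81 (SE), adjusted p = 0.0277), OCSTAMP (log2FC −3.92 ± 0.78 (SE), adjusted p = 0.0367) and MMP9 (log2FC −3.96 ± 0.78 (SE), adjusted p = 0.0367), and all 5 were DEGs. TM4SF19, OCSTAMP and MMP9 kept the call in 4, 4 and 3 of the 10 leave-one-out fits. In WCOC, FRMD1 rose to 5.40 ± 6.18 CPM from 0.249 ± 0.177 CPM (log2FC 4.37 ± 0.84 (SE), adjusted p = 0.00636) and FAM131C to 2.85 ± 2.14 CPM from 0.436 ± 0.106 CPM. TMEM215 (log2FC −3.33 ± 0.94 (SE), adjusted p = 0.0361), TM4SF19 (log2FC −3.40 ± 0.76 (SE), adjusted p = 0.0141) and TREH (log2FC −3.12 ± 0.88 (SE), adjusted p = 0.0370) fell. KRT27 had 256 counts in WCOC replicate 2, 1 in WCOC replicate 1 and 0 in the other 13 libraries, at least 16.4-fold higher in WCOC on average and resting on 1 pig. IYD (overlapping LOC106508815) and RIPK4, also under the filter, had log2FC 3.12 (SE 0.70, adjusted p = 0.0174) and 2.51 (SE 0.43, adjusted p = 0.00354) when no gene was filtered out. AMELY was at least 4.59-fold and ATP6V0D2 at least 11.3-fold lower in WCOC, where no library had more than 3 counts of them. The annotation places AMELY on chromosome Y. Control replicates 4 and 5 had 8 and 28 counts of it, but 1 and 6 counts of EIF1AY, which is also on that chromosome. Control replicate 1 had 0 counts of AMELY and 647 of EIF1AY. Which gene was counted as AMELY is therefore uncertain.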

Notably, the two comparisons shared 145 DEGs, with the expression differences of these genes being in the same direction in both comparisons (up or downregulated in both experimental diets supplemented with olive by-products in comparison to C diet).

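The edgeR calls of both comparisons shared 70 genes, 7 higher and 63 lower in each diet, and none changed in opposite directions. Of the 145 genes the paper reports, 144 passed the filter, all 144 had the same direction in both comparisons, 143 had an unadjusted p under 0.05 in each, and 55 were DEGs in each. Both comparisons use the same 5 controls, which by itself makes their log2FC values alike: in 20 simulations without any diet effect the correlation of the log2FC values across genes was 0.501 (0.460 to 0.534), the observed one was 0.0814, and the simulations shared no DEG. Among genes with an unadjusted p under 0.05 in both comparisons, 91.8% of 988 went the same way, against 99.4% in the simulations, so a shared direction of such genes also arises from the shared controls alone.

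**Figure D1:**
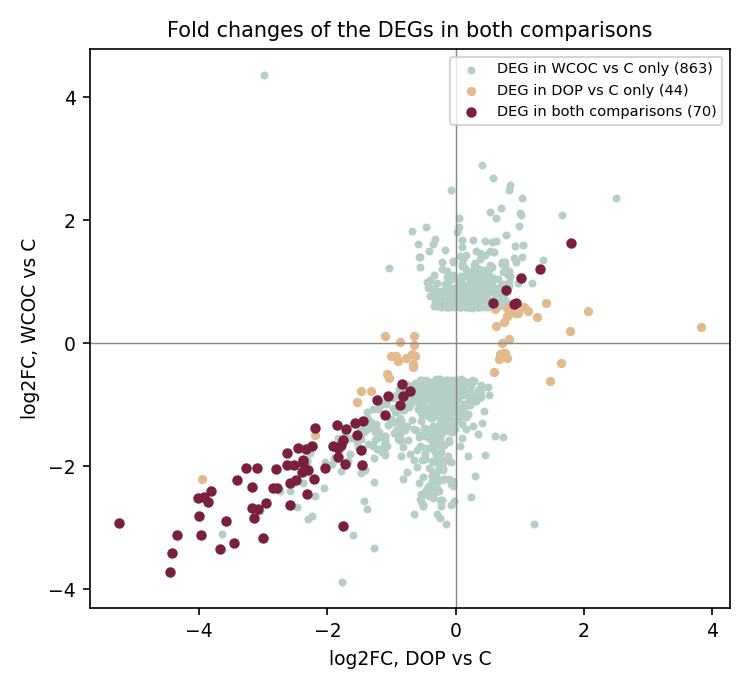
Log2FC against C of the genes that were DEGs in WCOC or DOP, DOP on one axis and WCOC on the other. The 70 genes called in both comparisons all have the same sign.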

**TABLE 1:** Logarithm of fold change (log2FC), p-value and q-value corresponding to the most relevant differentially expressed genes between experimental diet (DOP or WCOC) and Control groups in the backfat samples of Iberian pigs.

Gene^a^	log2FC	p-value	padj
DOP vs. Control diet			
*SLIT1*	6.59	8.85 × 10^−4^	2.83 × 10^−2^
*GPX2*	5.36	1.18 × 10^−4^	8.42 × 10^−3^
*TNFRSF11B*	4.18	2.45 × 10^−6^	6.25 × 10^−4^
*MYBPH*	4.08	7.22 × 10^−5^	6.15 × 10^−3^
*ANKRD34A*	3.93	3.67 × 10^−4^	1.73 × 10^−2^
*MMP9*	−4.20	2.34 × 10^−7^	9.86 × 10^−5^
*OCSTAMP*	−4.28	1.76 × 10^−8^	2.36 × 10^−5^
*TM4SF19*	−4.40	4.21 × 10^−7^	1.56 × 10^−4^
*TREH*	−4.88	2.14 × 10^−7^	9.70 × 10^−5^
*SPP1*	−4.97	8.98 × 10^−10^	2.66 × 10^−6^
WCOC vs. Control diet			
*KRT27*	21.73	4.98 × 10^−9^	6.07 × 10^−7^
*FRMD1*	4.18	4.12 × 10^−11^	9.40 × 10^−9^
*IYD*	3.13	1.86 × 10^−5^	5.88 × 10^−4^
*FAM131C*	2.69	1.18 × 10^−7^	9.30 × 10^−6^
*RIPK4*	2.54	8.97 × 10^−6^	3.31 × 10^−4^
*TMEM215*	−3.35	3.80 × 10^−4^	5.78 × 10^−3^
*TM4SF19*	−3.40	2.69 × 10^−5^	7.67 × 10^−4^
*AMELY*	−3.44	6.13 × 10^−3^	4.48 × 10^−2^
*TREH*	−3.50	7.36 × 10^−5^	1.67 × 10^−3^
*ATP6V0D2*	−4.53	1.82 × 10^−7^	1.35 × 10^−5^

^a^ Genes with the highest log2FC, values are shown in the table.

### 3.2 RNA-sequencing validation by real-time quantitative PCR

The RNA-seq experiment was validated by quantifying the relative expression of a selection of 10 genes using RT-qPCR. All the Pearson correlations between both measures of genes expression were positive (ranged from 0.755 to 0.993) and significant (p-value <0.05; Supplementary Table S7). The obtained CCC value (0.98) demonstrates a substantial strength-of-agreement of the experiment, validating the global reproducibility of the RNA-seq results. 

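Lin's CCC between the edgeR log2FC and the RT-qPCR log2FC of Supplementary Table S7 was 0.963 in DOP vs. C (bootstrap over the 10 genes 0.874 to 0.986), 0.964 in WCOC vs. C (0.830 to 0.979) and 0.963 over the 20 pairs. The RNA-seq values that S7 itself gives had a CCC of 0.940 in DOP, 0.960 in WCOC and 0.951 over the 20 pairs, under the 0.98 of the paper's text. The paper names fold change values for its CCC without a log scale, and log2FC was used here, so the scales may differ. All 10 genes had the same direction by both techniques in each comparison. The largest gap was 0.660 for CSF1R in DOP (edgeR −0.71, the paper's RT-qPCR −0.05) and 0.613 for PCK1 in WCOC (edgeR 2.08, the paper's RT-qPCR 1.47). CLU, KIT, LGALS3 and OLR1 were DEGs in both comparisons, and ATF3, PCK1 and RUNX1 in WCOC vs. C only. KIT was 12.5 ± 2.50 CPM in DOP and 7.27 ± 1.17 CPM in C (log2FC 0.78, SE 0.17, edgeR adjusted p = 0.0452).

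**Figure D2:**
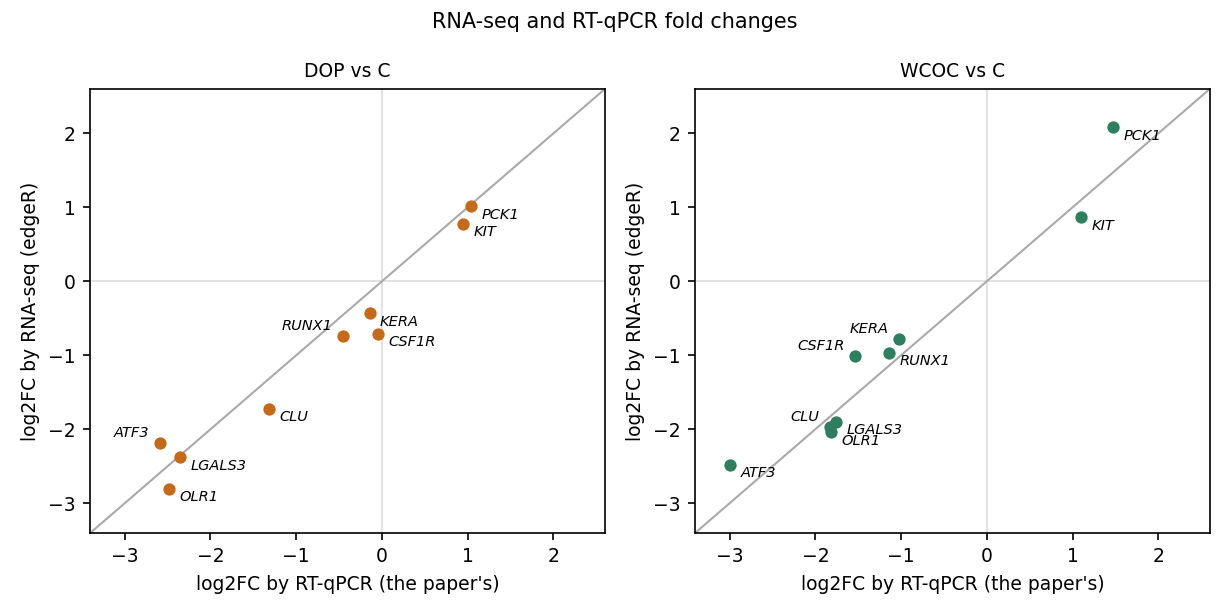
Log2FC of RT-qPCR genes by edgeR against the paper's RT-qPCR log2FC, in DOP vs. C (CCC over all 10 genes 0.963) and WCOC vs. C (0.964). The line marks equal values.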

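In the count files OLR1 had a mean of 3.45 ± 0.939 CPM in WCOC and 14.1 ± 13.5 CPM in C, with controls from 3.14 to 36.8 CPM, and log2FC −2.04, SE 0.54, edgeR adjusted p = 0.0306. It was a DEG, but called in 4 of 10 leave-one-out fits, lost without control replicates 3 and 5 and WCOC replicates 1, 3, 4 and 5 with adjusted p up to 0.0852. The paper's RT-qPCR log2FC of this gene is −1.82, and the highest control by RNA-seq, replicate 5, held 36.8 CPM.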

In general, the significance of the differential expression obtained from both techniques was similar, considering a p-value <0.1 for RT-qPCR as significant, with just one exception in the WCOC vs. C comparison, for *OLR1* gene, which was not significant following the analysis by qPCR (p = 0.14), despite the high correlation observed between both techniques. Overall, the correlations between the two methods were strong, reinforcing the reliability of the results obtained. This is likely attributable to differences regarding accuracy, sensitivity and specificity of each method, but overall, RNA-seq results were consistent with those obtained from RT-qPCR.

### 3.3 Functional analyses *in silico*

Biological function analyses using IPA revealed a significant modulation of biological functions in both DOP and WCOC diet groups compared to the C group. 

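The molecules that Table 2 and Supplementary Table S8 list for each function were looked up in the edgeR results. These molecules were drawn from the paper's own DEGs, so their direction is not independent evidence and no set test was run on them. For Synthesis of polysaccharide, 16 of 20 tested molecules were higher and 4 lower in DOP than in C (median log2FC 0.71), 3 being DEGs with edgeR (GRB10 higher, GLCE and SPP1 lower) and 11 with DESeq2. For Synthesis of glycogen, 9 of 10 were higher (median 1.09) and 1, GRB10, was a DEG. DESeq2 called 5. For Metabolism of polysaccharide, 28 of 29 molecules were tested, 23 higher and 5 lower (median 0.82), with 5 DEGs. Communication of cells had 23 higher and 38 lower molecules (median −0.89), and Biosynthesis of cyclic nucleotides 10 higher and 9 lower (median 0.62).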

In the DOP diet, five functions were significantly activated compared to the C group, including *Synthesis of polysaccharide*, *Synthesis of glycogen* and *Metabolism of polysaccharide* (Table 2; Supplementary Table S8). Conversely, a total of 87 biological functions were predicted to be inhibited in DOP diet, with 55 being related to inflammatory and immune response, including the *Immune response of cells*, *Inflammatory response, Phagocytosis* and *Production of reactive oxygen species*.

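Most molecules of the inhibited functions were lower in DOP: 30 of 36 for Phagocytosis (median log2FC −1.39, 10 DEGs), 38 of 50 for Immune response of cells (−1.16, 15 DEGs), 45 of 68 for Inflammatory response (−1.08, 24 DEGs), 14 of 19 for Infiltration by neutrophils (−1.51, 8 DEGs) and 17 of 29 for Production of reactive oxygen species (−0.72, 8 DEGs). Some of these DEGs were higher in DOP: 7 against 17 lower for Inflammatory response, 2 against 13 for Immune response of cells and 1 against 7 for Production of reactive oxygen species. For Inflammatory response 69 of the 76 stated molecules are listed. C3, ITGB2 and TLR9 were DEGs in all of them except Inflammatory response, where C3 and ITGB2 were. All these calls are lost in the fits without control replicate 3 or 5 or DOP replicate 2 or 4, where no gene was called.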

**TABLE 2:** The most relevant functional processes in the set of differentially expressed genes between experimental diet (DOP or WCOC) and control groups in backfat samples of Iberian pigs.

Functions annotation^a^	p-value	z-score	Molecules	Molecules
DOP vs. Control diet				
Synthesis of polysaccharide	1.23 × 10^−5^	2.796	20	*ADIPOQ, B3GNT4, BMP5, CHGA, CHST1, CSGALNACT1, DYRK2, EGF, GLCE, GRB10, GYG1, HGF, HS6ST2, IL1R2, IRS1, PPARGC1A, PPP1R3G, PRKAA2, PRKAG3, SPP1*
Synthesis of glycogen	1.37 × 10^−4^	2.596	10	*CHGA, DYRK2, EGF, GRB10, GYG1, IRS1, PPARGC1A, PPP1R3G, PRKAA2, PRKAG3*
Metabolism of polysaccharide	2.92 × 10^−8^	2.254	29	*ADAMTS7, ADIPOQ, ADRB1, B3GNT4, BMP5, CHGA, CHST1, CSGALNACT1, CTSB, DYRK2, EDNRB, EGF, GLCE, GRB10, GYG1, HGF, HS6ST2, IL1R2, IRS1, MMP12, PDK4, PFKM, PHKG1, PPARGC1A, PPP1R3G, PRKAA2, PRKAG3, PYGM, SPP1*
Communication of cells	8.08 × 10^−6^	2.736	61	*ADIPOQ, ADRA2A, ADRB1, AGTR1, ASB2, BANK1, BMX, C3, CCR1, CD48, CD9, CLEC5A, CLEC7A, DAPK2, DOK2, EDNRB, EGF, FCER1G, FGF16, GNAZ, GPNMB, GRB10, HCLS1, HGF, IRS1, ITGAM, ITGB1BP2, ITGB2, KIT, LAT2, LPXN, LRP8, MAPK12, MST1R, NCEH1, NDRG2, NFAM1, NOS2, NRXN1, P2RY11, PRKAA2, PRKAG3, RGS10, RGS13, RGS9, RPS6KA1, S100A6, S1PR3, SH3BP2, SH3GL2, SHC3, SUCNR1, TBXA2R*
Biosynthesis of cyclic nucleotides	4.16 × 10^−6^	2.123	19	*ADRA2A, ADRB1, AGTR1, ALDH2, EGF, FBN2, GIPR, GNAZ, HGF, NOS2, NT5E, P2RY11, P2RY2, PTGR2, RGS10, RGS13, SPP1, SUCNR1, TBXA2R*
Phagocytosis	4.08 × 10^−7^	−3.688	37	*ACTR3, ADIPOQ, C3, CAPG, CD48, CLEC7A, CYBA, CYBB, EGF, FCER1G, FERMT3, GRN, GSN, HGF, ITGAM, ITGB2, LGALS3, MSR1, NCKAP1L, PLEK, PRKAA2, PTX3, RAP1GAP, RPS6KA1, SH3BP2, SIGLEC1, SLC11A1, SOAT1, SPI1, SUCNR1, TGM2, TLE3, TLR9, TREM2, TYROBP, VAV1, VIM*
Infiltration by neutrophils	2.51 × 10^−5^	−2.627	20	*ADAM8, ADIPOQ, C3, CCR1, CTSB, FCER1G, HGF, ITGAM, ITGB2, LGALS3, MMP12, MMP9, NOS2, NT5E, PDK4, PTX3, SPP1, ST14, TLR9, VAV1*
Production of reactive oxygen species	7.63 × 10^−5^	−2.02	31	*ADIPOQ, AGTR1, AKAP1, ALDH2, C3, CLEC7A, CYBA, CYBB, EGF, GRN, GSN, HGF, HK2, ITGAM, ITGB2, MAOB, MSR1, NCF2, NFE2L3, NOS2, PPARGC1A, PRKAA2, S100A6, SH3GL2, SPI1, SPP1, TGM2, TLR9, TNFRSF11B, TYROBP, VAV1*
Inflammatory response	1.11 × 10^−14^	−3.028	76	*ADAM8, ADIPOQ, ADRA2A, AGTR1, AIF1, ALDH2, ANGPTL4, AQP9, BCL2A1, BCL6, C3, CAPG, CCR1, CD37, CD84, CD9, CHGA, CLEC5A, CLEC7A, CLU, CTSB, CTSS, CYBA, CYBB, DAPK2, EDNRB, EGF, FCER1G, FEM1A, GNAZ, GPR137B, GRN, GSN, HGF, HOXA9, IL7, ITGAM, ITGB2, KIT, KLKB1, LCP1, LGALS3, MAOB, MMP9, MSR1, MST1R, MYO1F, NCKAP1L, NDRG2, NKG7, NOS2, NT5E, OLR1, PDE4B, PDK4…*
Immune response of cells	2.19 × 10^−8^	−4.071	51	*ACTR3, ADIPOQ, BCL6, C3, CAPG, CD180, CD48, CLEC5A, CLEC7A, COCH, CTSB, CTSD, CTSS, CYBA, EGF, FCER1G, FERMT3, GRN, GSN, HGF, IL7, ITGAM, ITGB2, LGALS3, MSR1, MST1R, NCKAP1L, NOS2, PLEK, PRKAA2, PTX3, RAP1GAP, RPS6KA1, SH3BP2, SIGLEC1, SLC11A1, SOAT1, SPI1, SUCNR1, TCIRG1, TGM2, TLE3, TLR8, TLR9, TNFRSF11B, TREM2, TRIM63, TRIM7, TYROBP, VAV1, VIM*
WCOC vs. Control diet				
Organismal death	5.82 × 10^−12^	6.904	332	*ACACA, ACLY, ADAM19, ADCY7, ADGRF5, ADIPOQ, ADM, ADRB1, AHCY, AIFM1, AKAP12, ARAP3, ARHGEF37, ARHGEF39, ASPM, ASPN, ATF3, BCAT1, BCL2A1, BHLHE40, BIRC5, BLNK, BMAL1, BMP6, BRCA2, BUB1, BUB1B, C1QA, C1QB, C1QC, C3, C5, CA4, CARD10, CBS/LOC102724560, CCL11, CCNB1, CCNB2, CCNF, CCR1, CD163, CD200, CD22, CD274, CD44, CDC20, CDC25B, CDC6, CDK1, CDKN1A…*
Apoptosis	4.56 × 10^−10^	4.224	318	*AATK, ACACA, ACLY, ACO2, ACSL1, ACVR1C, ADAM8, ADIPOQ, ADM, ADRB1, AFAP1L2, AIF1, AIFM1, AIFM3, AKAP12, AQP3, ARHGAP18, ARSB, ASIC1, ASPN, ATAD2, ATF3, ATF5, ATP6V0D2, B4GALT5, BBS10, BCL2A1, BHLHE40, BIRC5, BLNK, BMP6, BRCA2, BTK, BUB1, C1QA, C3, C5, CA4, CADM1, CBS/LOC102724560, CCL11, CCNB1, CD200, CD22, CD274, CD44…*
Cell death of tumor cell lines	3.61 × 10^−9^	3.917	221	*AATK, ACACA, ACO2, ACSL1, ACVR1C, ADIPOQ, ADM, ADRB1, AIFM1, AKAP12, ARL4C, ARSB, ASPN, ATAD2, ATF3, ATF5, ATP5F1A, BCL2A1, BHLHE40, BIRC5, BLNK, BMP6, BRCA2, BTK, BUB1, BUB1B, C3, C5, CADM1, CCNB1, CD274, CD44, CD48, CDC20, CDC6, CDCA5, CDK1, CDKN1A, CDKN2C, CDT1, CENPE, CENPF, CENPL, CENPN, CKAP2, CKAP2L, CKS2, CLSPN, CLU, COL18A1, COL1A1, CRABP2, CREB5…*
Apoptosis of tumor cell lines	1.58 × 10^−8^	3.053	180	*AATK, ACACA, ACO2, ACVR1C, ADIPOQ, ADM, AIFM1, AKAP12, ARSB, ASPN, ATAD2, ATF3, ATF5, BCL2A1, BHLHE40, BIRC5, BLNK, BMP6, BRCA2, BTK, BUB1, C3, C5, CCNB1, CD274, CD44, CD48, CDC20, CDC6, CDK1, CDKN1A, CDKN2C, CENPE, CENPF, CENPL, CENPN, CKAP2, CKS2, CLU, COL18A1, COL1A1, CRABP2, CREB5, CSF1R, CSTB, CTH, CTSB, CYCS, CYP1B1, DCLK1, DEPDC1, DLL1, DLL4, DUSP4, E2F1*
Necrosis	2.37 × 10^−11^	2.963	338	*AATK, ACACA, ACLY, ACO2, ACSL1, ACVR1C, ADAM8, ADIPOQ, ADM, ADRB1, AFAP1L2, AIFM1, AIFM3, AKAP12, ARHGAP18, ARL4C, ARSB, ASPN, ATAD2, ATF3, ATF5, ATP5F1A, ATP6V1B2, B4GALT5, BCL2A1, BHLHE40, BIRC5, BLNK, BMP6, BRCA2, BTK, BUB1, BUB1B, C1QA, C3, C5, C7, CA4, CADM1, CBS/LOC102724560, CCL11, CCNB1, CD200, CD22, CD274, CD300LB, CD44, CD48, CD86, CDC20, CDC25B, CDC6*
Synthesis of reactive oxygen species	9.18 × 10^−7^	−2.072	79	*ABCD1, ABCD2, ADIPOQ, AIFM1, ARAP3, ASIC1, C3, C5, CBS/LOC102724560, CCL11, CD44, CDKN1A, CLEC7A, CLU, COL18A1, CSTB, CTH, CXCL14, CYBB, CYCS, CYP1A1, CYP1B1, CYP2D6, DUOX2, E2F1, EZH2, F2, FN1, G6PD, GAB2, GRN, HGF, HK1, HK2, HSPB1, ITGAM, ITGB2, LEPR, LGALS3, MLPH, MPV17L, MRC1, MSR1*
Synthesis of fatty acid	1.33 × 10^−8^	−2.112	57	*ACACA, ACLY, ACOT7, ACSL1, ACSS2, ADIPOQ, BMP6, C1QTNF3, C5, CADM1, CCL11, CD209, CLEC7A, CLU, COTL1, CYP1A1, CYP1B1, CYP2D6, CYP7A1, DCLK1, ELOVL6, F2, FASN, FCER1G, FFAR4, FN1, G6PD, GIPR, GRB14, HGF, HNF4A, IL15, INSIG1, KIT, LDLR, LEPR, MID1IP1, NOX5, NTN1, OLR1, P2RY12, PDHB, PTGER2, PTPN7, RASGRP4, RUNX1, S1PR3, SCD, SEMA3A, SLC1A1, SLC25A1, SLC2A4, SLC45A3*
Synthesis of lipid	3.84 × 10^−5^	−2.630	102	*ACACA, ACAT2, ACLY, ACO2, ACOT7, ACSL1, ACSS2, ADGRF5, ADIPOQ, ADM, APOM, ATF3, BCO1, BHLHE40, BMAL1, BMP6, C1QTNF3, C3, C5, CADM1, CCL11, CD209, CLEC7A, CLU, COTL1, CXCL10, CYP1A1, CYP1B1, CYP2D6, CYP7A1, DCLK1, DHRS9, EBP, ELOVL6, F2, FABP3, FASN, FCER1G, FFAR4, FN1, G6PD, GIPR, GLA, GRB14, HGF, HMGCR, HMGCS1, HNF4A, HSD11B1, HSPA8, IDI1, IGFBP4, IL15, INSIG1*
Inflammatory response	5.24 × 10^−13^	−2.702	126	*ABCD1, ABCD2, ADAM8, ADGRF5, ADIPOQ, ADM, AFAP1L2, AIF1, AQP9, ARAP3, ATF3, BCL2A1, BLNK, BTK, C1QA, C1QTNF12, C1QTNF3, C3, C5, CAPG, CCL11, CCL26, CCR1, CD163, CD200, CD274, CD44, CD84, CDKN1A, CLEC5A, CLEC7A, CLU, CMKLR1, COL18A1, CSF1R, CTSB, CTSS, CXCL10, CXCL14, CYBB, E2F2, ECM1, EPHB1, F2, FANCA, FANCD2, FASN, FCER1G, FFAR4, FN1, GNAZ, GRN, HGF, HNF4A*
Immune response of cells	2.46 × 10^−5^	−4.692	79	*ACTR3, ADIPOQ, BHLHE40, BIRC5, BTK, C1QA, C3, C5, CAPG, CCL11, CD180, CD200, CD22, CD274, CD44, CD48, CD86, CDKN1A, CLEC5A, CLEC7A, COLEC12, CSF1R, CTSB, CTSS, CXCL10, CYP1B1, CYP2S1, FCER1G, FERMT3, FFAR4, FN1, GAB2, GRN, HGF, HSPA8, HSPB1, IL15, IL27RA, IL2RG, ISG15, ITGAM, ITGB2, KCNK13, KLF2, LDLR, LEPR, LGALS3, LUM, MRC1, MSR1, NCKAP1L, NFIL3, NLRP3, NTN1*

^a^ The ten biological functions were selected according to their biological relevance.

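For WCOC, the lists of molecules in Supplementary Table S10 are shortened for the largest functions, and 67 of 318 molecules of Apoptosis are listed. Of these, 64 were tested, 14 higher and 50 lower in WCOC than in C (median log2FC −1.07), and 57 were DEGs with edgeR. The listed molecules of Necrosis (66 of 338 listed, 55 DEGs, median −1.05) and Organismal death (66 of 332, 55 DEGs, median −1.07) were mostly lower too. The same held for Cell death of tumor cell lines (69 of 221, 58 DEGs, median −1.02). These shortened lists run in alphabetical order and stop early, so they do not show the direction of the whole functions.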

In the WCOC diet, eight significantly enriched functions were activated (Table 2; Supplementary Table S10). Among these, six functions were associated with apoptosis and cellular death. Additionally, 90 biological functions were predicted to be inhibited (Supplementary Table S10). Similar to the comparison between DOP and C pigs, functions associated to the immune and inflammatory systems were inhibited in the WCOC diet. 

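In WCOC vs. C, 49 of 68 tested molecules of Inflammatory response were lower (median log2FC −0.93, 51 DEGs, 70 of 126 molecules listed), and 53 of 66 of Immune response of cells (−1.03, 54 DEGs, 67 of 79 listed). Among the higher ones ADIPOQ and FFAR4 were DEGs in both functions.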

Other inhibited functions included those affecting lipid metabolism, such as *Synthesis of Lipid, Synthesis of Fatty Acids*, *Fatty Acid Metabolism* and *Synthesis of ROS*.

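Of the molecules listed for these functions, 46 of 69 (Synthesis of lipid, 70 of 102 listed), 41 of 56 (Synthesis of fatty acid, all 57 listed), 47 of 67 (Fatty acid metabolism) and 46 of 63 (Synthesis of reactive oxygen species) were lower in WCOC. The medians were −0.79, −0.90, −0.85 and −0.86 on the log2 scale, and 55, 42, 56 and 51 molecules were DEGs. Not all are enzymes of lipid synthesis: the DEGs listed for Synthesis of fatty acid include CLEC7A, CLU and KIT beside ACLY and ACSL1.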

The canonical pathway analysis using IPA agrees with the functional biological analyses in both diet comparisons. 

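Of the 13 molecules Table 3 lists for AMPK Signaling, 11 were higher and 2 lower in DOP (median log2FC 1.03). CPT1C was an edgeR DEG, higher in DOP, and DESeq2 called 5 molecules. For the Apelin adipocyte pathway 6 of 8 molecules were tested, 5 higher (median 1.49) with 0 DEGs, 6 with an unadjusted p under 0.05, and 3 called by DESeq2.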

In the comparison with C group, two pathways were significantly activated in DOP: the *Apelin Adipocyte Signaling Pathways* and *AMP-activated Protein Kinase (AMPK) Signaling* (Table 3; Supplementary Table S9). Conversely, two pathways were significantly inhibited: *Phagosome Formation* and *Role of Osteoblast in Rheumatoid Arthritis Signaling*. These findings are consistent with the functional alterations related to metabolism and immune response observed in the DOP group. In contrast, in the comparison between the WCOC and C diets, no canonical pathways were significantly activated (Table 3; Supplementary Table S11). However, 16 pathways were significantly inhibited in WCOC, particularly those related to fatty acid metabolism and the cholesterol pathway, such as *Mevalonate Pathway I*, *Superpathway of Geranylgeranyldiphosphate Biosynthesis I* and *Superpathway of Cholesterol Biosynthesis* (Table 3). Additionally, several biological functions related to inflammation and immune response is also evident in the significant inhibition of canonical pathways. These pathways include *Phagosome formation*, *Pyroptosis Signaling pathway*, *Pathogen-Induced Cytokine Storm Signaling pathway*, and *Role of Pattern Recognition Receptors in Recognition of Bacteria and Viruses*.

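Among the 26 molecules listed for Phagosome Formation in DOP, 20 were lower (median log2FC −0.91) and 8 were edgeR DEGs: C3, CLEC7A, ITGB2, MSR1, P2RY2 and TLR9 lower, AGTR1 and EDNRB higher. The osteoblast pathway had 8 of 10 molecules tested, 6 lower (median −1.004), with CTSS and MMP9 as DEGs.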

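All 5 molecules of Mevalonate Pathway I, the same 5 that Table 3 gives for the geranylgeranyldiphosphate superpathway, were lower in WCOC (median log2FC −0.79), as were all 6 of the cholesterol superpathway (−0.78). ACAT2 and HMGCS1 were edgeR DEGs in each pathway. The median furthest from 0 of any Table 3 pathway was that of the Kinetochore metaphase pathway (−1.91), where all 28 molecules were DEGs, 27 lower and DNAH10 higher. All 11 molecules of Cell cycle control of chromosomal replication were lower (−1.50, 11 DEGs).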

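Phagosome formation had 34 lower and 14 higher molecules in WCOC (median log2FC −0.87, 37 of 48 DEGs), the cytokine storm pathway 26 lower and 3 higher (−1.06, 18 of 29 DEGs), the pattern recognition receptor pathway 11 lower and 2 higher (−1.21, 6 of 13) and the Pyroptosis pathway 5 lower and 3 higher (−1.27, 6 of 8). In the Pyroptosis pathway the DEGs were PYCARD, TLR8 and TLR9, lower, and GSDMB, PRKAR2B and PTGER4, higher.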

**TABLE 3:** Canonical pathways with predicted direction in the set of differentially expressed genes between experimental diet (DOP or WCOC) and Control groups in backfat samples of Iberian pigs.

Ingenuity canonical pathways	p-value	z-score	Molecules
DOP vs. Control diet			
AMPK Signaling	1.91 × 10^−3^	2.714	*ADIPOQ, ADRA2A, ADRB1, CPT1C, GNAZ, HMGCR, IRS1, MAPK12, PFKM, PPARGC1A, PRKAA2, PRKAB2, PRKAG3*
Apelin adipocyte signaling pathway	3.90 × 10^−5^	2.646	*CYBB, GPX2, MAPK12, NCF2, PPARGC1A, PRKAA2, PRKAB2, PRKAG3*
Role of osteoblasts in rheumatoid arthritis signaling pathway	1.85 × 10^−2^	−2.530	*CTSB, CTSD, CTSH, CTSS, CTSZ, FRZB, FZD7, MMP12, MMP9, TNFRSF11B*
Phagosome formation	6.82 × 10^−5^	−2.746	*ACTR3, ADRA2A, ADRB1, AGTR1, AP1S3, C3, CCR1, CLEC7A, EDNRB, FCER1G, FZD7, GIPR, GPR137B, ITGAM, ITGB2, MAPK12, MC5R, MSR1, P2RY11, P2RY2, S1PR3, SUCNR1, TBXA2R, TLR8, TLR9, VAV1*
WCOC vs. Control diet			
Gustation pathway	1.63 × 10^−3^	−2	*ADCY7, ADCY8, ASIC1, FFAR4, KCNN2, KCNN4, LIPG, P2RX5, P2RY11, P2RY12, P2RY2, PRKAR2B, SCN8A, SLC2A4, TAS1R3, TRPM5*
Ethanol degradation IV	5.93 × 10^−3^	−2	*ACSL1, ACSS2, ALDH4A1, GPX7*
Ethanol degradation II	3.46 × 10^−2^	−2	*ACSL1, ACSS2, ALDH4A1, DHRS9*
Role of pattern recognition receptors in recognition of bacteria and viruses	3.13 × 10^−3^	−2.121	*C1QA, C1QB, C1QC, C3, C5, CLEC7A, IL15, IL17D, NLRP3, TLR2, TLR8, TLR9, TNFSF8*
Pyroptosis signaling pathway	3.71 × 10^−2^	−2.121	*GSDMB, NLRP3, PRKAR2B, PTGER4, PYCARD, TLR2, TLR8, TLR9*
Tumor microenvironment pathway	3.13 × 10^−3^	−2.183	*CD274, CD44, COL1A1, COL1A2, FGF18, FN1, HGF, LEPR, MMP16, MMP27, MMP9, MRAS, PDCD1LG2, SLC2A4, SPP1, TIAM1, TNC*
Mevalonate pathway I	4.99 × 10^−6^	−2.236	*ACAT2, HMGCR, HMGCS1, IDI1, MVD*
Superpathway of geranylgeranyldiphosphate biosynthesis I (via mevalonate)	7.08 × 10^−5^	−2.236	*ACAT2, HMGCR, HMGCS1, IDI1, MVD*
DNA methylation and transcriptional repression signaling	2.61 × 10^−2^	−2.333	*CDK1, CDK13, CHD5, E2F1, E2F2, E2F7, E2F8, HNF4A, HOXB3, TCF19, UHRF1*
Superpathway of cholesterol biosynthesis	2.88 × 10^−4^	−2.449	*ACAT2, EBP, HMGCR, HMGCS1, IDI1, MVD*
Kinetochore metaphase signaling pathway	4.22 × 10^−11^	−2.558	*BIRC5, BUB1, BUB1B, CCNB1, CDC20, CDCA8, CDK1, CENPA, CENPE, CENPL, CENPN, CENPT, CENPU, DNAH10, ESPL1, KIF2C, KNTC1, MAD2L1, MASTL, MXD3, NDC80, NEK2, NUF2, PLK1, PPP1R3C, SKA1, SPC24, TTK*
Phagosome formation	1.01 × 10^−4^	−2.887	*ACTR3, ADGRA3, ADGRB3, ADGRF5, ADRB1, APBB1IP, C3, CCR1, CD209, CLEC7A, CMKLR1, CMKLR2, COLEC12, FCER1G, FFAR4, FN1, FZD8, GAB2, GIPR, GPR153, GPR34, GPRC5A, ITGA11, ITGA8, ITGAM, ITGB2, MRAS, MRC1, MRC2, MSR1, OPRD1, P2RY11, P2RY12, P2RY2, PTGER2, PTGER4, S1PR3, SCARA3, SUCNR1, TAS1R3, TBXA2R, TIMD4, TLN2, TLR2, TLR8, TLR9, VAV1, XCR1*
Cell cycle control of chromosomal replication	5.29 × 10^−6^	−3.317	*CDC6, CDK1, CDK13, CDT1, MCM2, MCM3, MCM4, MCM6, ORC1, POLE, TOP2A*
Multiple sclerosis signaling pathway	5.23 × 10^−5^	−3.441	*AIFM1, ASIC1, C1QA, C1QB, C1QC, C3, C5, C7, EZH2, IL15, IL17D, MASP1, MMP9, NLRP3, PYCARD, TLR2, TLR8, TLR9, TNFSF8*
Role of osteoclasts in rheumatoid arthritis signaling pathway	4.97 × 10^−2^	−3.578	*ACP5, ADAM19, ADAM2, ADAM8, BLNK, BTK, COL16A1, COL18A1, COL1A1, COL1A2, COL21A1, CREB5, CSF1R, IKBKE, MMP16, MMP27, MMP9, MRAS, SFRP2, SFRP4, SHC3, SPI1, SPP1, TREM2, TYROBP*
Pathogen induced cytokine storm signaling pathway	1.51 × 10^−6^	−4.017	*BHLHE40, C3, C5, CCL11, CCL26, CCR1, CD163, CGAS, CLEC7A, COL16A1, COL18A1, COL1A1, COL1A2, COL21A1, CXCL10, CXCL14, HMGCR, IL15, IL17D, NLRP3, PYCARD, SLC2A4, SLC2A5, SPI1, SRGN, STX11, TLR2, TLR8, TLR9, TNFSF8*

## 4 Discussion

The experimental diets of this study are based on by-products of the olive oil industry: one diet incorporates olive pulp, while the other includes crude olive cake. While the use of olive pulp is more convenient in terms of handling, as it can be used as a compound feed, the drying process can increase the economic cost. A wet cake diet mixed with straw can facilitate *ad libitum* administration and increase fiber content. However, its high water content makes it impossible to include it as a compound feed. The use of these diets comes with certain limitations that must be comprehensively addressed. One of these limitations arises from the fact that dry and wet by-products have different nutritional compositions, requiring different ingredients in the formulation of the final diet, such as barley in the DOP diet and cereal straw in the WCOC diet. Despite efforts to adjust nutrients when incorporating by-products into pig diets, it is crucial to consider practical objectives and minimize the processing of these products. Formulating diets with specific compositions may result in additional costs which goes against the supposed inherent cost-effectiveness of using by-products. The current study, beyond examining the effect of an isolated nutrient on the animal, aimed to understand the underlying mechanisms of using these by-products in diets, considering that their overall composition in terms of protein, fiber, fat, and energy is variable. The impact of these olive by-product diets on growth performance, carcass composition, and meat quality traits were evaluated and reported by Palma-Granados et al. (2022), revealing only minor effects overall. Despite differences in feeding levels, restricted in the DOP and C groups, and *ad libitum* access to silage in the WCOC group, no significant differences in growth rate were observed among the groups (Palma-Granados et al., 2022). Only slight alterations in the fatty acid composition of backfat were detected. Pigs fed the DOP and WCOC diets exhibited lower levels of major SFA compared to the C group, along with higher concentrations of unsaturated fatty acids. Specifically, DOP pigs showed a general increase in unsaturated fatty acids, whereas WCOC pigs displayed elevated levels of polyunsaturated fatty acids (PUFA) (Palma-Granados et al., 2022).

Functional interpretation of the transcriptome results suggests that olive by-products seem to have significant effects on key biological functions, particularly carbohydrate and lipid metabolism. Specifically, the DOP diet may activate carbohydrate metabolism by promoting processes such as *Synthesis of polysaccharide*, *Synthesis of glycogen* and *Metabolism of polysaccharide*. This effect was accompanied by the overexpression of key genes involved in energy metabolism regulation, such as *Protein Kinase AMP-Activated Non-Catalytic Subunit Alpha 2* (*PRKAA2*), the *Non-Catalytic Gamma 3* (*PRKAG3*) and *Beta 2* (*PRKAB2*) *Subunits*, which encode subunits of the AMP-activated protein kinase (AMPK) heterotrimer. 

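The paper reasons from the activated functions, the higher AMPK subunit genes and the higher GYG1, IRS1 and ADIPOQ to an activation of carbohydrate metabolism by the DOP diet, and presents this as a possibility. A list of glycogen metabolism genes fixed for the analysis, 17 of them tested and 6 among the paper's DEGs, had a median log2FC of 0.20 in DOP vs. C (11 higher, 6 lower; limma camera adjusted p = 0.0671), 0 DEGs and 7 members with an unadjusted p under 0.05. Its most abundant member, PYGM, was 1303 CPM in DOP and 269 in C (log2FC 2.27, edgeR adjusted p = 0.147) and reached 4691 CPM in DOP replicate 5. A list of skeletal muscle genes rose more, and all 26 tested members were higher in DOP (median log2FC 3.23, camera adjusted p = 0.000627), with 0 DEGs and 11 members with an unadjusted p under 0.05. Its mean over the members was 5.68 ± 4.20 log2 CPM in DOP and 3.46 ± 2.78 in C (exact permutation p = 0.333, two-sided, n = 5 each). ACTA1 was 23994, 6543 and 3238 CPM in DOP replicates 5, 2 and 4, 12.6 and 112 in replicates 1 and 3, and 1357 and 1883 in control replicates 1 and 3.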

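The annotation places PRKAA2 (ENSSSCG00000036145, overlapping C6H1orf168 and LOC102158444) on chromosome 6 from 155683392 to 155754283, PRKAG3 (ENSSSCG00000016200) on chromosome 15 from 120859486 to 120866308 and PRKAB2 (ENSSSCG00000006703, overlapping CHD1L) on chromosome 4 from 100378047 to 100394346. The strand setting of the counting is not given, and an effect of the overlaps on the counts was not tested here. PRKAA2 was 65.8 ± 84.4 CPM in DOP and 17.6 ± 6.68 CPM in C (log2FC 1.90, SE 0.63, edgeR adjusted p = 0.148), PRKAG3 23.6 ± 39.9 CPM in DOP and 2.99 ± 5.35 CPM in C (log2FC 2.95 ± 1.35 (SE), adjusted p = 0.270) and PRKAB2 64.5 ± 59.5 CPM in DOP and 30.4 ± 2.79 CPM in C (log2FC 1.09 ± 0.39 (SE), adjusted p = 0.173). None was a DEG with edgeR or DESeq2. The means rest on a part of the pigs. PRKAA2 was 46.98, 45.97 and 213 CPM in DOP replicates 2, 4 and 5 and 11.4 and 11.4 CPM in replicates 1 and 3, both under the lowest control (12.1 CPM, the highest having 29.1 CPM). Without DOP replicate 5 the log2FC fell to 0.71 for PRKAA2, 0.97 for PRKAG3 and 0.34 for PRKAB2. Replicates 2, 4 and 5 are also the DOP libraries with the highest skeletal muscle transcripts, and with the mean of the skeletal muscle list as a covariate the log2FC values were 0.58, 0.13 and 0.48. The 7 AMPK subunit genes together had a median log2FC of 0.06 (camera adjusted p = 0.280), and the most abundant, PRKAG2, was 82.04 CPM in DOP and 78.5 in C.

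**Figure D3:**
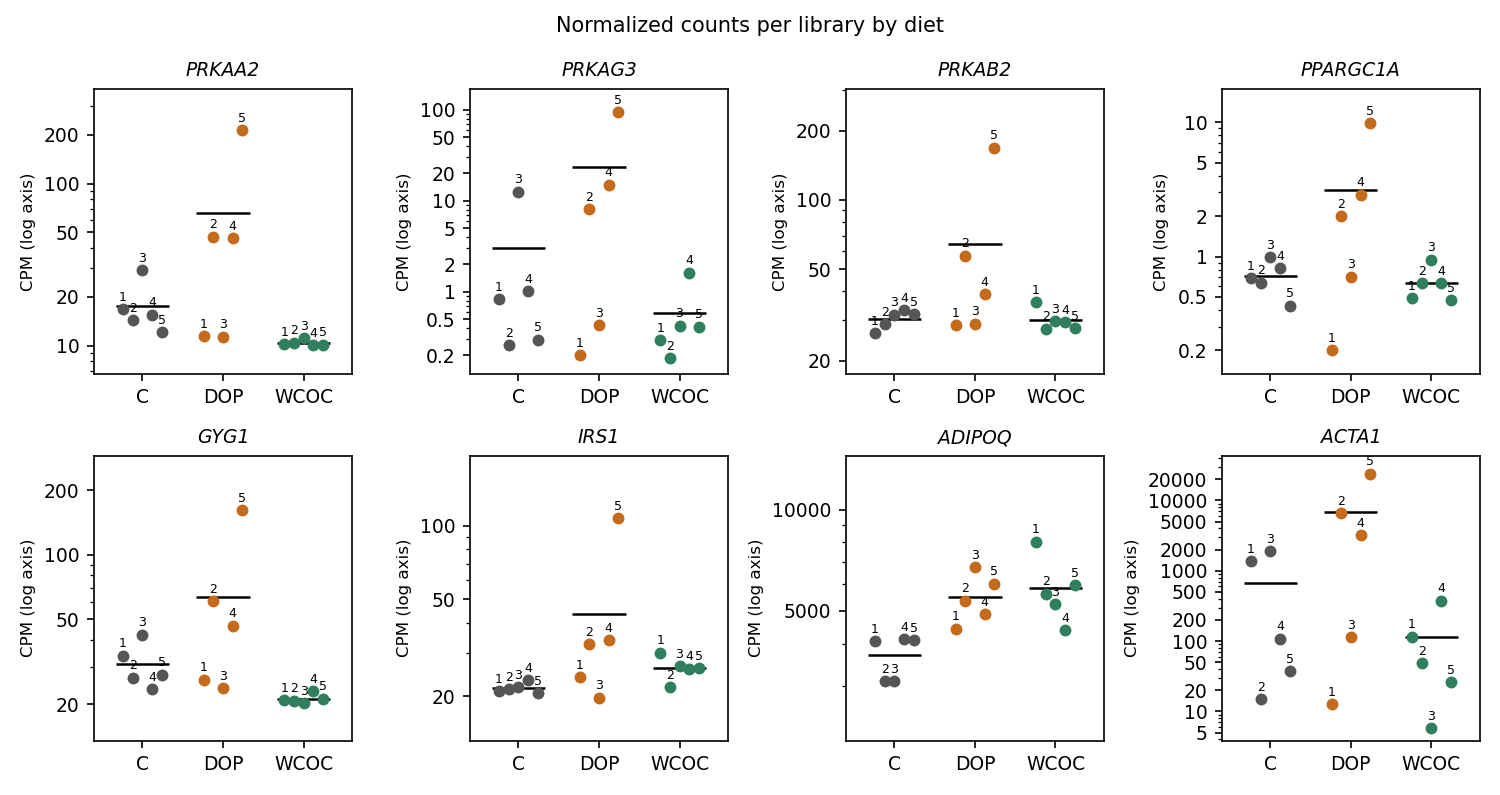
Counts of the genes the paper names for energy metabolism, with ACTA1 from the skeletal muscle list, per library (CPM, log axis) with replicate numbers. Bars are diet means, n = 5. DOP replicate 5 has the highest PRKAA2 value (213 CPM).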

Activation of AMPK triggers the induction of peroxisome proliferator-activated receptor gamma coactivator 1 alpha (PPARGC1A), a key regulator of mitochondrial biogenesis and gluconeogenesis (Leick et al., 2010), which was also overexpressed in the DOP diet. Additionally, genes like *Glycogenin 1* (*GYG1*) and *Insulin Receptor Substrate 1* (*IRS1*) responsible for glycogen synthesis and the regulation of glucose metabolism, were also upregulated in the DOP diet. In addition, the DOP diet also induced the expression of *Adiponectin* (*ADIPOQ*) gene, which encodes a hormone secreted by white adipose tissue that plays a crucial role in energy homeostasis and in the regulation of glucose and lipid metabolism (Stefan and Stumvoll, 2002). 

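PPARGC1A (ENSSSCG00000029275, chromosome 8, 17841844 to 18527953, overlapping 2 uncharacterised genes) was weakly expressed, 3.12 ± 3.88 CPM in DOP and 0.713 ± 0.207 CPM in C (log2FC 2.12, SE 0.70, edgeR adjusted p = 0.147). Its counts were 5, 53, 23, 77 and 281 in DOP replicates 1 to 5 and 13 to 31 in the controls. DESeq2 called it (log2FC 2.12, adjusted p = 0.0330) and edgeR did not in any fit. Without DOP replicate 5 the log2FC fell to 1.01, and with the skeletal muscle covariate it was 0.70.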

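GYG1 was 63.7 ± 56.6 CPM in DOP and 30.8 ± 7.46 CPM in C (log2FC 1.05, SE 0.41, edgeR adjusted p = 0.202) and IRS1 43.6 ± 36.2 CPM in DOP and 21.7 ± 1.03 CPM in C (log2FC 1.01 ± 0.35 (SE), adjusted p = 0.159), and neither was a DEG under any setting tried. The annotation has GYG1 (ENSSSCG00000011698) on chromosome 13 from 89221086 to 89259569 and IRS1 (ENSSSCG00000025729) on chromosome 15 from 128245846 to 128307321. Both had their highest values in DOP replicate 5, 161 CPM for GYG1 and 107 CPM for IRS1, and without this library the log2FC was 0.35 and 0.34. DOP replicates 1 and 3 had 26.03 and 23.8 CPM of GYG1, inside the control range of 23.5 to 42.3 CPM. IRS1 lay above the highest control in 4 of the 5 DOP libraries.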

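ADIPOQ (ENSSSCG00000039103) is on chromosome 13 from 124633906 to 124646237 and is among the most abundant transcripts, 5493 ± 919 CPM in DOP and 3691 ± 549 CPM in C. The edgeR log2FC was 0.57 (SE 0.17, adjusted p = 0.126) and the DESeq2 log2FC 0.57 (adjusted p = 0.0236), under the limit of 0.58 in both, so ADIPOQ was not a DEG in DOP. In total, 5 of the 5 DOP libraries lay above every C library, and the leave-one-out log2FC ranged from 0.48 to 0.64. Unlike the AMPK subunit genes it did not peak in the libraries rich in muscle transcripts: the highest DOP value was in replicate 3 (6756 CPM).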

Adiponectin can activate AMPK and peroxisome-proliferator-activated receptor α (PPAR-α) ligand functions. Upon activation, AMPK phosphorylates and inactivates acetyl-CoA carboxylase (ACACA) and beta-hydroxy beta-methylglutaryl-CoA reductase (Zhou et al., 2001), key enzymes regulating *de novo* biosynthesis of fatty acids and cholesterol, promoting fatty-acid combustion, glucose uptake, and lactate production. Through PPAR-α, adiponectin increases fatty-acid and energy consumption, reducing triglyceride content and enhancing insulin sensitivity in the liver and skeletal muscle (Yamauchi et al., 2002). It has been described that *ADIPOQ* gene is less expressed in Casertana pigs that in Large White pigs, with Casertana breed showing a greater fat accumulation (De Rosa et al., 2013). This finding agrees with the fact that these DOP animals, with higher expression of *ADIPOQ*, exhibited reduced backfat depth at both the 10th and last ribs compared to the C group (Palma-Granados et al., 2022). Moreover, by binding to its receptors, adiponectin enhances insulin sensitivity, and is downregulated in individuals with obesity and insulin resistance (Lihn et al., 2005). Studies have shown that high-fiber diets, such as the DOP diet, improve insulin resistance and glucose regulation (Weickert and Pfeiffer, 2018). Sánchez et al. (2012) showed that adiponectin levels increase with fiber intake, suggesting that fiber may act as an activator of *ADIPOQ* expression in the adipose tissue. Furthermore, supplementation with antioxidants, such as hydroxytyrosol and oleic acid, has been found to increase adiponectin levels (Scoditti et al., 2015). These findings are further supported by the activation of significant canonical pathways observed in the comparison between the DOP and C groups, including *AMPK Signaling*. Additionally, the *Apelin Adipocyte Signaling Pathway*, which leads to a decrease in lipolysis while promoting mitochondrial biogenesis (Figure 2), appear to be activated by the inclusion of dried pulp in the diet. Apelin, an adipocytokine secreted by adipocytes, acts as a ligand for the G protein-coupled receptor angiotensin receptor-like 1 (Fibbi et al., 2023) and its activation produces a decrease in the synthesis and release of fatty acids, promotion of brown fat over white fat, and interaction with other signaling pathways (Than et al., 2015). While the IPA analyses did not reveal significant impacts on biological processes directly associated with lipid metabolism, the activation of Apelin and AMPK signalling could potentially explain the results observed in the fatty acid profile of the adipose tissue in the DOP animals, which showed a decrease in SFA and an increase in PUFA compared to C pigs (Palma-Granados et al., 2022).

**FIGURE 2:**
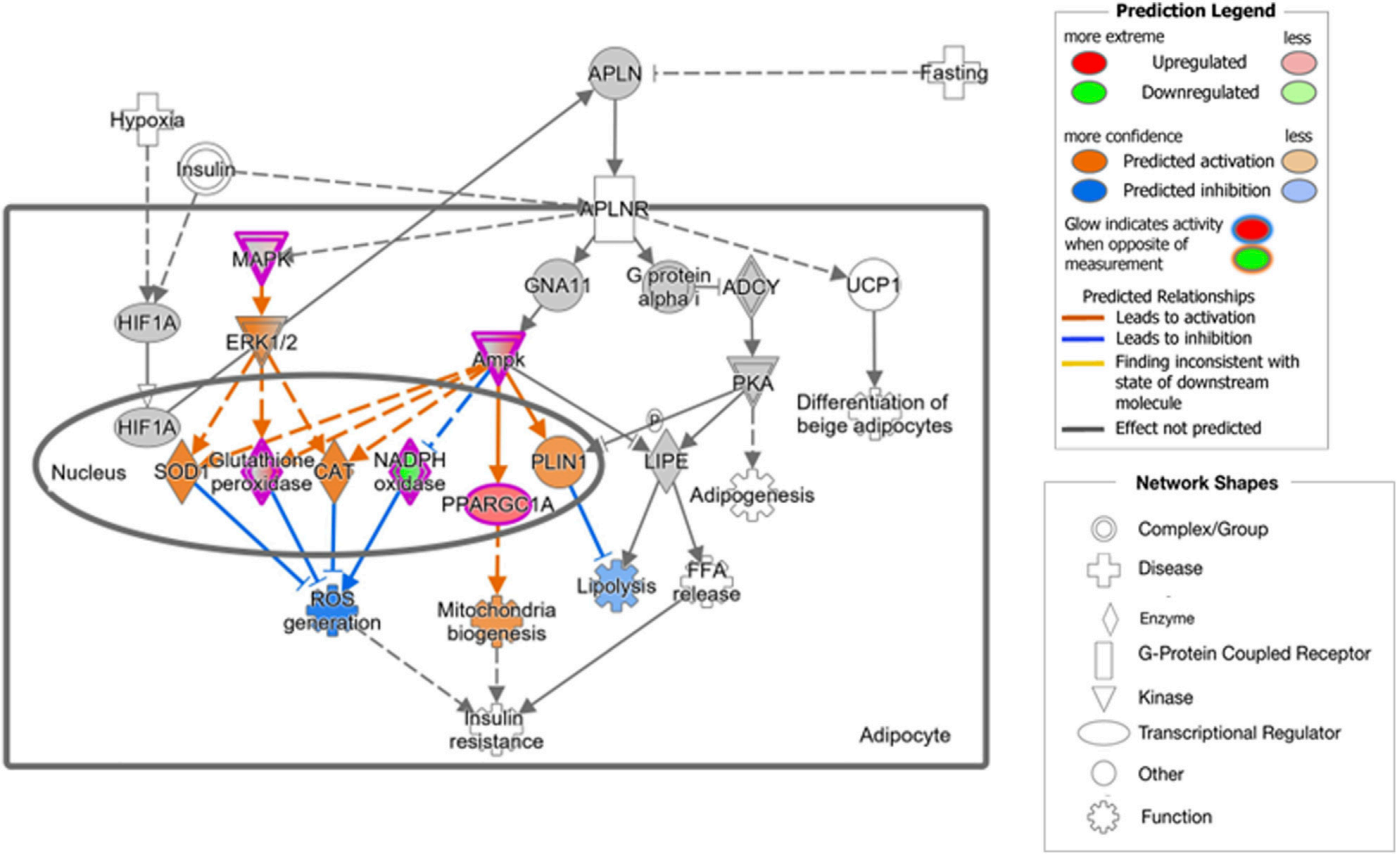
Biological processes and genes involved in the Apelin Adipocyte Signaling Pathway, significantly activated by the DOP diet. © 2020-2022 QIAGEN. All rights reserved.

In contrast to the DOP diet, the WCOC diet did not impact carbohydrate metabolism, but it did significantly inhibit several functions (*Synthesis of Lipid, Synthesis of Fatty Acids* and *Fatty Acid Metabolism)* and canonical pathways (*Mevalonate Pathway I*, *Geranylgeranyldiphosphate Biosynthesis I* and *Cholesterol Biosynthesis*) associated with lipid metabolism. In addition, genes involved in the biosynthesis of fatty acids, including *Fatty Acid synthase* (*FASN*) and *ACACA*, were downregulated in the WCOC diet, alongside genes encoding enzymes responsible for fatty acid elongation and unsaturation, such as fatty acid elongase 6 (ELOVL6) and stearoyl-CoA desaturase (SCD). 

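The paper reasons from the inhibited lipid functions and pathways and the lower lipogenic and cholesterol genes to a repression of lipid synthesis by the WCOC diet, which it proposes as an explanation of the fatty acid profile. Of a fixed list of 19 tested fatty acid synthesis genes, 12 of them among the paper's DEGs of either comparison, 18 were lower in WCOC (median log2FC −0.64, limma camera adjusted p = 1.3e-07), 8 as DEGs and 10 when p was adjusted over the list alone. Its mean was 9.68 ± 0.42 log2 CPM in WCOC and 10.38 ± 0.34 in C (exact permutation p = 0.0238, two-sided, n = 5 each). Of 18 cholesterol synthesis genes, 7 among the paper's DEGs, 16 were lower (median log2FC −0.43, camera adjusted p = 1.2e-05, exact permutation p of the list mean = 0.0238, two-sided, n = 5 each), with 3 DEGs, 6 over the list alone. The glycogen metabolism list changed by a median of −0.28 (camera adjusted p = 0.111). In DOP vs. C the medians were −0.02 for fatty acid synthesis (camera adjusted p = 0.585) and −0.24 for cholesterol synthesis (camera adjusted p = 0.000231).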

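The 4 genes lie at distant loci: FASN (ENSSSCG00000029944) on chromosome 12 from 922405 to 937560, ACACA (ENSSSCG00000017694, overlapping C12H17orf78) on chromosome 12 from 38580916 to 38875067, ELOVL6 (ENSSSCG00000036236, overlapping LOC110261988) on chromosome 8 from 112038670 to 112190079 and SCD (ENSSSCG00000010554) on chromosome 14 from 111461560 to 111478033. FASN was 11572 ± 5355 CPM in WCOC and 30044 ± 11245 CPM in C (log2FC −1.38, SE 0.33, edgeR adjusted p = 0.0192) and ELOVL6 3019 ± 887 CPM in WCOC and 5714 ± 1455 CPM in C (log2FC −0.92 ± 0.21 (SE), adjusted p = 0.0163). Both were DEGs, FASN called in 9 of 10 leave-one-out fits, lost without WCOC replicate 1 with adjusted p up to 0.0546, ELOVL6 called in all 10 leave-one-out fits. SCD was 26245 ± 11489 CPM in WCOC and 38686 ± 7404 CPM in C (log2FC −0.56 ± 0.26 (SE), adjusted p = 0.192) and ACACA 1316 ± 446 CPM in WCOC and 1905 ± 498 CPM in C (log2FC −0.53 ± 0.23 (SE), adjusted p = 0.163). Neither was a DEG with edgeR or DESeq2, and their WCOC and C ranges overlap. WCOC replicates 1 and 4 had the lowest values of all 4 genes, for SCD 16367 and 15373 CPM against 34609, 41535 and 23339.8 CPM in replicates 2, 3 and 5 and 29850.3 to 47057 CPM in C. Without WCOC replicate 1 the log2FC of SCD was −0.43 and that of ACACA −0.42.

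**Figure D4:**
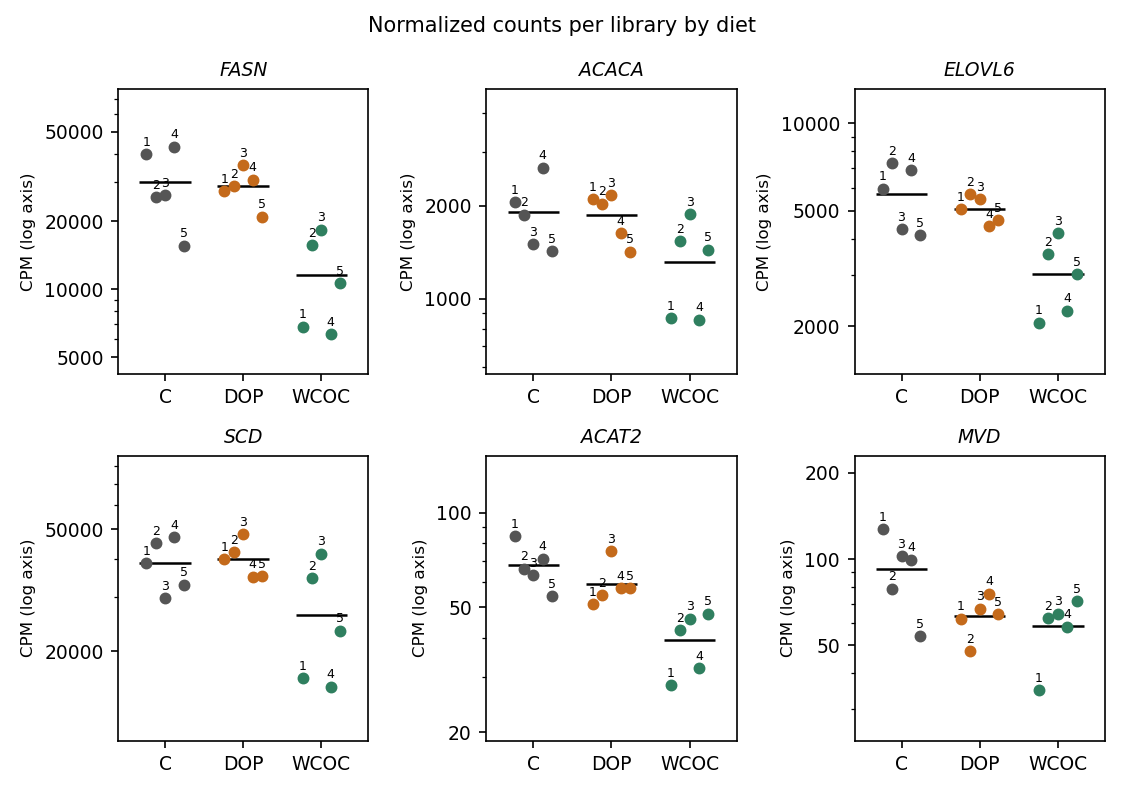
Counts of 6 genes of fatty acid and cholesterol metabolism per library (CPM, log axis) with replicate numbers. Bars are diet means, n = 5. FASN fell by 1.38 on the log2 scale in WCOC.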

The inhibition of *SCD* gene might be influenced by the higher levels of C18:1 and C18:2 provided by the WCOC diet, as both regulate SCD activity (Ntambi, 1999; Smith et al., 2002). The repression of lipogenic genes and functions in WCOC pigs may explain the lower SFA proportions and higher PUFA levels in the subcutaneous tissue observed in this group compared to the C animals, despite both groups showing similar backfat thickness (Palma-Granados et al., 2022). Additionally, genes related to cholesterol metabolism, such as *Oxidized Low Density Lipoprotein Receptor 1* (*OLR1*), *Low Density Lipoprotein Receptor* (*LDLR*) and *Sterol O-Acyltransferase 1* (*SOAT1*) genes, were also repressed. These genes participate in the uptake of lipoproteins and the conversion of cholesterol into cholesterol esters, which are implicated in the transport and storage of lipids. 

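SOAT1 was 21.8 ± 2.77 CPM in WCOC and 34.1 ± 8.97 CPM in C (log2FC −0.65, SE 0.15, edgeR adjusted p = 0.0182), called in 7 of 10 leave-one-out fits, lost without control replicate 5 and WCOC replicates 1 and 4 with adjusted p up to 0.0543. OLR1 had a larger fall than SOAT1 and a wide spread in C, with 15.9 and 36.8 CPM in control replicates 3 and 5 and 3.14, 6.66 and 8.10 CPM in replicates 1, 2 and 4. The annotation places SOAT1 (ENSSSCG00000021464) on chromosome 9 from 121045211 to 121112393. With the mean of a macrophage gene list as a covariate the log2FC of OLR1 was −0.09 and that of SOAT1 −0.17. OLR1 was lower in DOP as well (log2FC −2.81, adjusted p = 0.0382).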

Although cholesterol levels were not measured in this experiment, another study showed no significant effects on total cholesterol levels of Iberian pigs fed with olive by-products (Sánchez et al., 2022). This effect on cholesterol is also reflected in the several canonical pathways where Acetyl CoA is converted into Mevalonate through several reactions involving genes such as *Acetyl-CoA Acetyltransferase 2* (*ACAT2), 3-Hydroxy-3-Methylglutaryl-CoA Reductase (HMGCR),* and *Mevalonate Diphospho Decarboxylase (MVD),* all of which were downregulated in the WCOC diet (Table 3). 

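ACAT2 was 39.2 ± 8.68 CPM in WCOC and 67.97 ± 11.12 CPM in C (log2FC −0.79, SE 0.16, edgeR adjusted p = 0.00793), called in all 10 leave-one-out fits. MVD was 58.2 ± 13.9 CPM in WCOC and 92.3 ± 27.6 CPM in C (log2FC −0.66 ± 0.22 (SE), adjusted p = 0.0642) and no DEG in the edgeR fit by diet alone. It was called among the leave-one-out fits only without control replicate 5, with adjusted p down to 0.0253, and it was also called with flow cell as a covariate (adjusted p = 0.0251), within flow cell A and by DESeq2 (adjusted p = 0.0217). WCOC replicate 1 had 34.9 CPM of MVD and the other 4 WCOC libraries 58.2 to 71.5 CPM, while control replicate 5 had 53.8 CPM, inside the WCOC range. The annotation places ACAT2 (ENSSSCG00000004049, overlapping TCP1) on chromosome 1 from 7600616 to 7612861 and MVD (ENSSSCG00000034905) on chromosome 6 from 1008100 to 1014303.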

The differential intake of nutrients from these olive by-products diets likely contributed to these effects, which aligns with studies showing that high-fiber diets regulate lipid metabolism. In fact, the cholesterol-lowering effects of soluble dietary fiber are well-documented (Surampudi et al., 2016) and our findings are consistent with studies where olive oil extracts modulated cholesterol biosynthetic pathways in cell cultures by affecting ACACA and HMGCR activity (Lammi et al., 2020; Gnoni et al., 2021).

Both diets, DOP and WCOC, seem to have a significant impact on inflammatory and immune responses. 

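The paper reasons from inhibited immune functions, lower receptor and cytokine genes and higher ADIPOQ that both diets reduce inflammation, and words this as an apparent effect. In a fixed list of macrophage genes (18 tested, 16 of them among the paper's DEGs), 17 were lower in DOP (median log2FC −1.12, limma camera adjusted p = 1.3e-07) and all 18 in WCOC (−1.21, camera adjusted p = 1.4e-09). The most abundant member, CSF1R, was 92.3 CPM in DOP, 74.7 in WCOC and 151 in C (log2FC −0.71 and −1.01, edgeR adjusted p = 0.279 and 0.0655). The list mean was 4.73 ± 0.68 log2 CPM in C, 3.83 ± 0.50 in DOP (exact permutation p = 0.0556) and 3.49 ± 0.55 in WCOC (exact permutation p = 0.0238), both tests two-sided with n = 5 each. With edgeR 2 members were DEGs in DOP and 9 in WCOC. Genes of osteoclast-like giant cells (11 tested, 10 among the paper's DEGs) had medians of −2.74 and −2.21 (camera adjusted p = 1.2e-09 and 5.8e-05). Single immune genes and macrophage content are not separated by these counts.

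**Figure D5:**
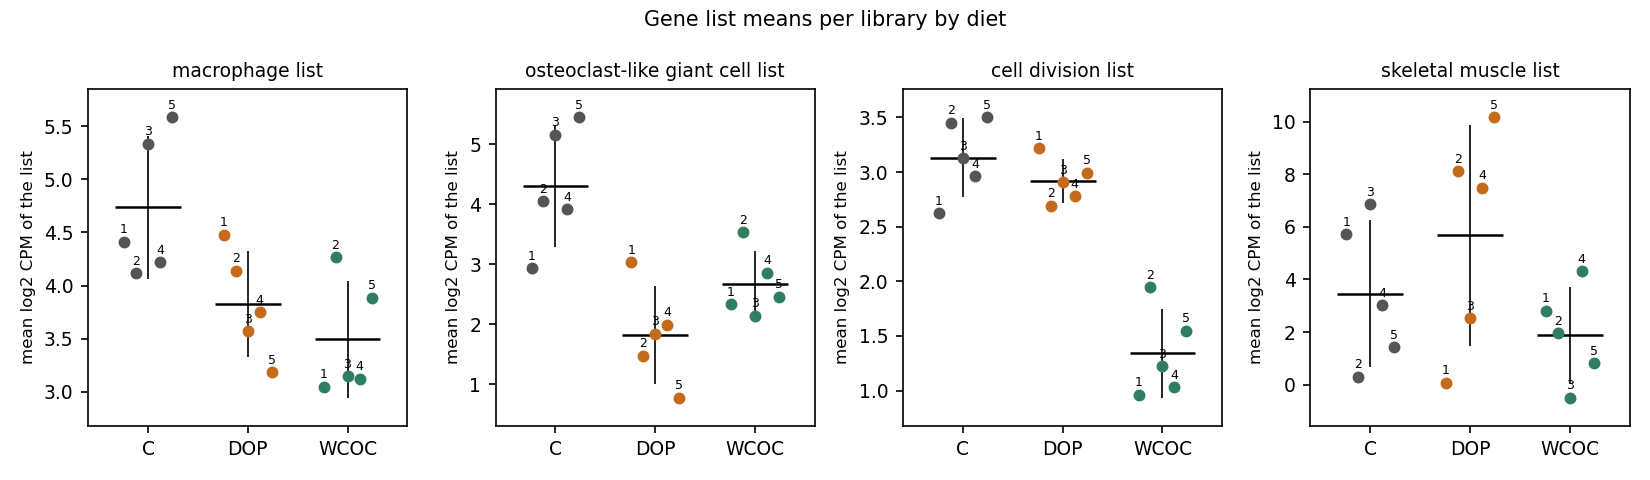
Mean log2 CPM of gene lists per library, by diet, n = 5 each. The macrophage list mean was 4.73 in C, 3.83 in DOP and 3.49 in WCOC.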

In fact, high-fiber diets improve inflammatory responses (He et al., 2018) and alleviate oxidative stress (Tan et al., 2016) by changes in microbiota composition. In contrast, diets rich in SFA are associated with an increase inflammation markers (Karasawa et al., 2018). Adiponectin, which was activated in both experimental diets, is also involved in these functions, as it exerts anti-inflammatory effects by modulating several pathways, including the inhibition of foam cell formation, toll-like receptor-mediated NF-κB activation, reduction in the production of proinflammatory cytokines, and stimulation of anti-inflammatory factors (Ouchi and Walsh, 2007). Moreover, the DOP group showed inhibition in the expression of some cytokine genes, such as *Interleukin 7* (*IL7*) and *Complement C3* (*C3*) genes. 

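In WCOC, ADIPOQ was 5849 ± 1353 CPM, with log2FC 0.66, SE 0.17, edgeR adjusted p = 0.0281, and a DEG called in 6 of 10 leave-one-out fits, lost without control replicates 2 and 3 and WCOC replicates 1 and 5 with adjusted p up to 0.0814. Here 5 of the 5 WCOC libraries lay above every C library. A fixed list of 12 adipocyte genes that includes ADIPOQ changed by medians of 0.13 in DOP and 0.12 in WCOC (camera adjusted p = 0.560 and 0.215).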

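IL7 (ENSSSCG00000006161, chromosome 4, 57677895 to 57744713) was low in all libraries, 0.566 ± 0.145 CPM in DOP and 1.29 ± 0.608 CPM in C (log2FC −1.19, SE 0.29, edgeR adjusted p = 0.0633), and no DEG in the edgeR fit by diet alone. With flow cell as a covariate it was called (adjusted p = 0.0132), and DESeq2 called it too (adjusted p = 0.0160). C3 (ENSSSCG00000013551, chromosome 2, 72431470 to 72471622) was 9.40 ± 3.28 CPM in DOP and 27.7 ± 13.9 CPM in C (log2FC −1.56 ± 0.32 (SE), adjusted p = 0.0421), a DEG in 4 of the 10 leave-one-out fits. The spread of C3 in the controls comes from replicates 3 and 5 (42.3 and 43.4 CPM), the other controls having 19.3, 17.5 and 16.1 CPM and the DOP libraries 6.31 to 14.8 CPM.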

The IL7 is a cytokine that stimulates the development of precursor cells for B and T lymphocytes, while C3 plays a pivotal role in activating the complement system (Copenhaver et al., 2019), crucial for regulating inflammation. Elevated levels of C3 have been associated with obesity and metabolic syndrome (Copenhaver et al., 2019). On the other hand, genes encoding anti-inflammatory factors such as *Pentraxin 3* (*PTX3*) were found to be activated in the DOP diet. 

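PTX3 (ENSSSCG00000011727, chromosome 13, 97273594 to 97279570, overlapping VEPH1) was 12.4 ± 4.16 CPM in DOP and 5.96 ± 1.39 CPM in C (log2FC 1.06, SE 0.29, edgeR adjusted p = 0.0980). Every DOP library lay above every control, the edgeR fit by diet alone gave no call, and DESeq2 called it (adjusted p = 0.0144). In WCOC it was 10.3 ± 4.87 CPM (log2FC 0.79 ± 0.29 (SE), adjusted p = 0.101).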

Elevated concentrations of PTX3 have been associated with an induction of IL10 production, enhancing the anti-inflammatory response in the body (Slusher et al., 2016). This diet also showed increased expression of the *Epidermal Growth Factor* (*EGF*) gene, encoding a signalling protein that regulates cellular growth and differentiation, improving innate immune defence and inhibiting overactivation of pro-inflammatory functions in keratinocytes (Pastore et al., 2008). On the other hand, the DOP diet inhibited genes like *C-Type Lectin Domain Family 5 and 7* (*CLEC5A* and *CLEC7A*) which are involved in cell adhesion, cell-cell signalling, glycoprotein turnover, and roles in inflammation and immune response, and *Toll-Like Receptor 8* and *9* (*TLR8* and *TLR9*), which regulate inflammatory reactions and immune responses (Delneste et al., 2007). Additionally, the *Triggering Receptor Expressed on Myeloid Cells 2* (*TREM2*), crucial for promoting phagocytosis in microglia (Hsieh et al., 2009), was also inhibited. 

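EGF (ENSSSCG00000009134, chromosome 8, 112235607 to 112330062) was 33.8 ± 48.6 CPM in DOP and 4.74 ± 4.36 CPM in C (log2FC 2.83, SE 0.95, edgeR adjusted p = 0.151). The rise is carried by DOP replicates 2, 4 and 5 (22.8, 23.9 and 119 CPM), the libraries with the most skeletal muscle transcripts. Replicates 1 and 3 had 1.93 and 1.85 CPM, inside the control range of 1.79 to 11.9 CPM. Control replicate 3, the highest control for EGF (11.9 CPM), is also the control with the most ACTA1. Without DOP replicate 5 the log2FC was 1.40, and with the skeletal muscle covariate 0.74. DESeq2 called EGF (adjusted p = 0.0463).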

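CLEC5A was 0.321 ± 0.281 CPM in DOP and 4.45 ± 4.01 CPM in C (log2FC −3.81, SE 0.72, edgeR adjusted p = 0.0300), CLEC7A 0.317 ± 0.227 CPM in DOP and 5.04 ± 5.43 CPM in C (log2FC −3.99 ± 0.73 (SE), adjusted p = 0.0277) and TLR9 0.427 ± 0.166 CPM in DOP and 1.39 ± 0.652 CPM in C (log2FC −1.72 ± 0.37 (SE), adjusted p = 0.0452). All 3 were DEGs, in 4, 4 and 2 of the 10 leave-one-out fits. TLR8 was 3.27 ± 1.65 CPM in DOP and 12.1 ± 9.59 CPM in C (log2FC −1.89 ± 0.51 (SE), adjusted p = 0.0944) and was called by DESeq2 only (adjusted p = 0.00538) among the fits without a covariate. The genes are CLEC5A (ENSSSCG00000021933) on chromosome 18 from 8004423 to 8014390, CLEC7A (ENSSSCG00000000648) on chromosome 5 from 61832910 to 61846441, TLR8 (ENSSSCG00000012118, overlapping TLR7) on chromosome X from 9551284 to 9616762 and TLR9 (ENSSSCG00000011436, overlapping TWF2) on chromosome 13 from 34353444 to 34370990. In the DOP libraries CLEC5A had 2 to 20 counts and CLEC7A 2 to 17, against 12 to 327 and 20 to 433 in the controls. Of 9 toll-like receptor genes all were lower in DOP, but the median log2FC was −0.16 (camera adjusted p = 0.0176), and the most abundant, TLR7, was 57.7 CPM in DOP and 62.8 in C.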

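TREM2 (ENSSSCG00000039270, chromosome 7, 36465921 to 36471509) was 0.766 ± 0.504 CPM in DOP and 5.08 ± 3.87 CPM in C (log2FC −2.74, SE 0.62, edgeR adjusted p = 0.0507). It missed the limit in the fit by diet alone and was called among the leave-one-out fits only without control replicates 1 and 2 and DOP replicate 1, with adjusted p down to 0.0265. With flow cell as a covariate it was called (adjusted p = 0.0351). The leave-one-out log2FC stayed between −3.16 and −2.32. DESeq2 called it (adjusted p = 0.000321).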

Similar results regarding genes belonging to these families, such as *TREM1*, *TLRs 2, 4, 6* and *8*, and *CLEC7*, have been observed in studies where a hydroxytyrosol rich diet reduced their expression (Laviano et al., 2024).

Similarly to DOP, in the WCOC group, the *CLEC5A, CLEC7A, TLR8, TLR9,* and *TREM2* genes were inhibited. Moreover, the *Leptin Receptor (LEPR*) and *Free Fatty Acid Receptor 4 (FFAR4*) genes were overexpressed in WCOC diet. 

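In WCOC vs. C, CLEC5A fell to 0.845 ± 0.515 CPM (log2FC −2.41, SE 0.66, edgeR adjusted p = 0.0323), CLEC7A to 0.722 ± 0.357 CPM (log2FC −2.80 ± 0.67 (SE), adjusted p = 0.0188), TLR8 to 3.33 ± 1.12 CPM (log2FC −1.87 ± 0.51 (SE), adjusted p = 0.0337), TLR9 to 0.534 ± 0.166 CPM (log2FC −1.39 ± 0.36 (SE), adjusted p = 0.0254) and TREM2 to 0.968 ± 0.766 CPM (log2FC −2.40 ± 0.61 (SE), adjusted p = 0.0237). All 5 were DEGs. CLEC5A was called in 4 of 10 leave-one-out fits, lost without control replicates 3 and 5 and WCOC replicates 1, 3, 4 and 5 with adjusted p up to 0.0917. TREM2 was called in 4 of 10 leave-one-out fits, lost without control replicates 3 and 5 and WCOC replicates 1, 3, 4 and 5 with adjusted p up to 0.0687. CLEC7A, TLR8 and TLR9 kept their call in 8, 5 and 5 of these fits. For CLEC5A, WCOC replicate 2 had 1.76 CPM and the other 4 at most 0.687 CPM.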

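LEPR (ENSSSCG00000025188, chromosome 6, 146802297 to 146896152) was 2.01 ± 1.29 CPM in WCOC and 0.458 ± 0.417 CPM in C (log2FC 2.13, SE 0.52, edgeR adjusted p = 0.0208), with 5 to 28 counts in C, and called in 7 of 10 leave-one-out fits, lost without control replicates 3 and 5 and WCOC replicate 1 with adjusted p up to 0.0562. FFAR4 (ENSSSCG00000010478) was 75.4 ± 10.6 CPM in WCOC and 50.2 ± 4.38 CPM in C (log2FC 0.59 ± 0.10 (SE), adjusted p = 0.00357), and 5 of the 5 WCOC libraries lay above every C library. Its log2FC lies close to the limit of 0.58: FFAR4 was called in 4 of 10 leave-one-out fits, lost without control replicates 1, 2 and 3 and WCOC replicates 1, 2 and 4, where the lowest log2FC was 0.51, and DESeq2 did not call it, with a log2FC of 0.5798 under the limit (adjusted p = 1.2e-05).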

Leptin is a hormone, primarily produced in adipose tissue, which regulates metabolism and appetite. Increased body fat leads to higher leptin levels, which suppress appetite and increase energy expenditure to maintain energy balance and prevent fat accumulation (Jéquier, 2002). Studies in Iberian pigs, knowing for their high food intake capacity (Morales et al., 2002), showed higher levels of circulating leptin compared to leaner breeds (Palma-Granados et al., 2017). A mutation in the *LEPR* gene linked to lower expression might explain a leptin resistant state associated with their greater feed intake (Óvilo et al., 2010). This aligns with the results observed in the WCOC pigs, which exhibited higher feed intake despite their higher expression of *LEPR* compared to the C group. FFAR4, a G protein-coupled receptor primarily expressed in the adipose tissue and immune cells, is activated by certain fatty acids, especially omega-3 fatty acids. This activation is associated with anti-inflammatory effects, inhibiting the release of proinflammatory cytokines such as TNF-α and interleukin-6 (Oh et al., 2010). In addition, FFA4 also regulates appetite and insulin sensitivity (Im, 2018). Its activation by omega-3 fatty acids agrees with the higher linolenic acid (C18:3) content in the WCOC diets (Supplementary Table S1), and the increased consumption of this diet, provided *ad libitum* in our study. In addition to the *Toll-Like Receptors* mentioned before, *TLR2* gene was also suppressed in the WCOC diet, along with other genes coding proinflammatory molecules such as *TNF Superfamily Member 8* gene (*TNFSF8*). 

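TLR2 was 2.17 ± 0.743 CPM in WCOC and 4.88 ± 2.72 CPM in C (log2FC −1.17, SE 0.39, edgeR adjusted p = 0.0718) and TNFSF8 0.500 ± 0.190 CPM in WCOC and 1.30 ± 0.807 CPM in C (log2FC −1.38 ± 0.45 (SE), adjusted p = 0.0625). The annotation places TLR2 (ENSSSCG00000009002) on chromosome 8 from 75416257 to 75428370 and TNFSF8 (ENSSSCG00000036457) on chromosome 1 from 255436206 to 255459020. In the fit by diet alone neither was a DEG with edgeR and both were with DESeq2 (adjusted p = 0.0218 and 0.0273). TLR2 was called among the leave-one-out fits only without control replicate 2, with adjusted p down to 0.0410, and TNFSF8 was called among the leave-one-out fits only without control replicate 4, with adjusted p down to 0.0466. TNFSF8 was also called with the skeletal muscle list mean as a covariate (adjusted p = 0.0494). TNFSF8 had no more than 81 counts in any library.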

Suppression of *TLR2* gene leads to the inhibition of proinflammatory transcription factors, such as NF-κB, reducing the production of proinflammatory cytokines and chemokines (Kawai and Akira, 2007). Our findings are supported by studies in rat, where supplementation with hydroxytyrosol, inhibited *TLR2* expression (Kawai and Akira, 2007). TNFSF8, a transmembrane protein expressed in immune cells, plays a key role in regulating the immune system by activating T lymphocytes, B cells, and dendritic cells upon binding to its receptor CD30 (Cerutti et al., 2000).

The potential effect of the diets on immune and immunological responses was also confirmed by several canonical pathways. Notably, both diets inhibited the *Phagosome Formation* pathway, a key mechanism in the innate immune response, allowing phagocytic cells to recognize, capture, degrade, and eliminate pathogens (Fountain et al., 2021). This inhibition was reflected by the downregulation of genes involved in recognizing and internalizing foreign particles, such as *Integrin Subunit Alpha M* (*ITGAM*), *Integrin Subunit Beta 2* (*ITGB2)*, and *Macrophage Scavenger Receptor 1* (*MSR1*). 

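Their positions are ITGAM (ENSSSCG00000007754, overlapping LOC110259903) on chromosome 3 from 17216719 to 17272134, ITGB2 (ENSSSCG00000025133, overlapping LOC106508046) on chromosome 13 from 207514281 to 207544108 and MSR1 (ENSSSCG00000006979) on chromosome 17 from 3859903 to 3939612. In DOP vs. C, ITGAM was 19.5 ± 7.88 CPM in DOP and 51.6 ± 29.6 CPM in C (log2FC −1.41, SE 0.36, edgeR adjusted p = 0.0780), ITGB2 16.3 ± 7.32 CPM in DOP and 61.3 ± 35.2 CPM in C (log2FC −1.91 ± 0.40 (SE), adjusted p = 0.0421) and MSR1 4.89 ± 2.75 CPM in DOP and 44.2 ± 40.04 CPM in C (log2FC −3.18 ± 0.65 (SE), adjusted p = 0.0397). ITGB2 and MSR1 were DEGs, in 3 and 3 of 10 leave-one-out fits, and ITGAM was called by DESeq2 (adjusted p = 0.00394). In WCOC vs. C, ITGAM had log2FC −1.42 ± 0.36 (SE), adjusted p = 0.0250, ITGB2 log2FC −1.67 ± 0.39 (SE), adjusted p = 0.0175 and MSR1 log2FC −2.68 ± 0.63 (SE), adjusted p = 0.0175, all 3 DEGs. Control replicates 3 and 5 set the level of C for all 3 genes: MSR1 was 59.7 and 107 CPM there and 9.42, 23.3 and 21.00 CPM in replicates 1, 2 and 4.

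**Figure D6:**
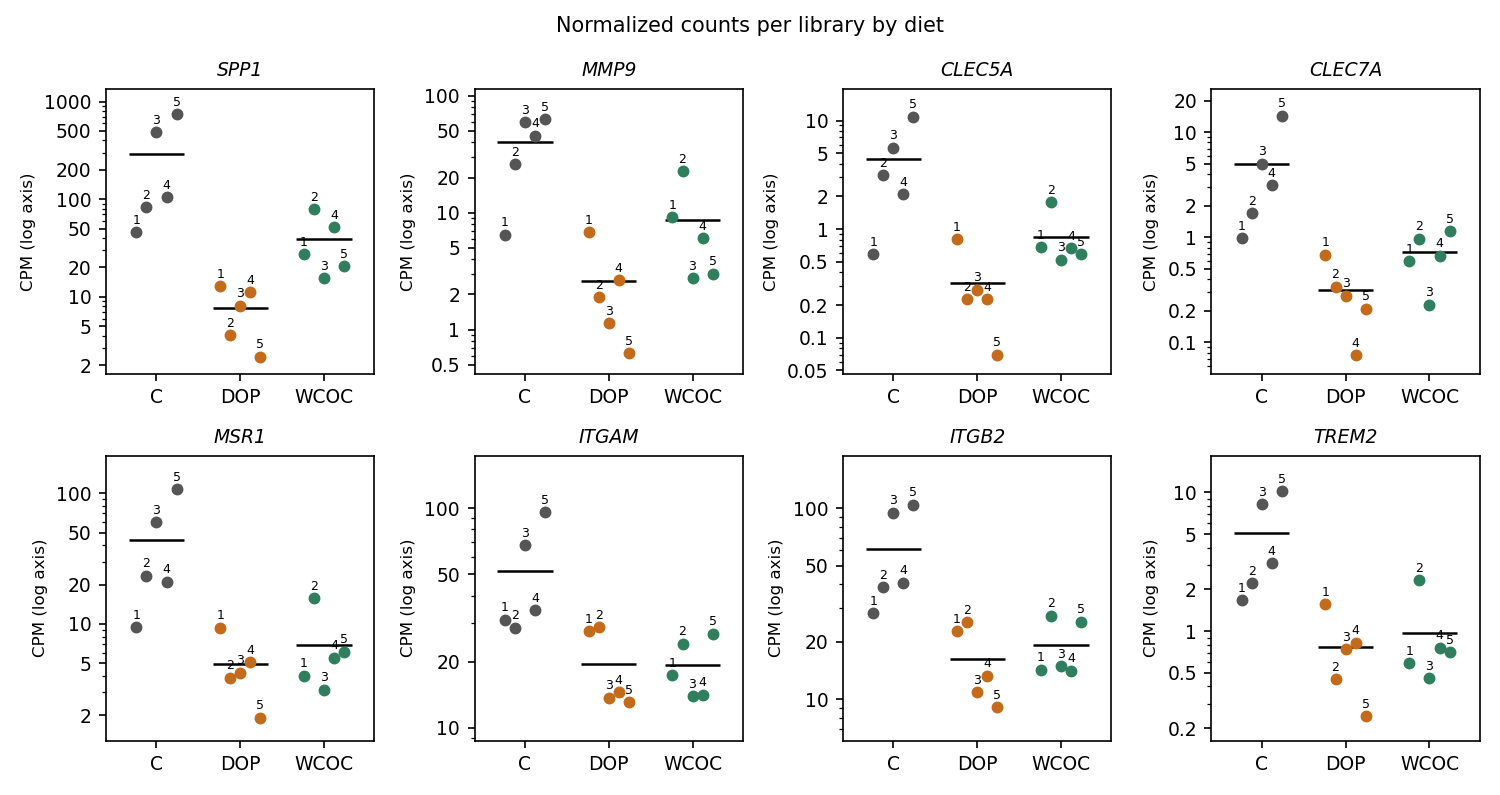
Counts of immune genes per library (CPM, log axis) with replicate numbers. Bars are diet means, n = 5. MSR1 had a mean of 44.2 CPM in C and 4.89 CPM in DOP.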

The activation of phagosomes in the adipose tissue of obese individuals is indicative of metabolic dysfunction, along with increased proinflammatory cytokines (Ju et al., 2019). Moreover, the *Phagosome Formation* pathway is closely linked to genes involved in the reactive oxygen species (ROS) production, indicating the connection between oxidation and inflammation. For instance, in the DOP diet, the reduced expression levels of *Cytochrome b-245* (*CYBB*) and *Neutrophil cytosolic factor 2* (*NCF2*) illustrate this connection (Giardino et al., 2017). Both CYBB and NCF2, which are components of the NADPH oxidase (NOX) complex responsible for generating ROS, play a role in the phagocytic activity. This suggests a decrease in NOX activity, potentially explaining the inhibition of the *Phagosome Formation pathway* (Table 3). Similarly, in the WCOC diet, a reduction in ROS production was observed again along with the inhibition of *CYBB* and *NADPH Oxidase Dual Oxidase 2* (*DUOX2*) genes. This decrease in ROS metabolism may be in part attributed to the reduction in lipid metabolic functions, leading to lower lipid oxidation.

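No identifier in the count files could be matched to CYBB, so its level is not given here. Of 8 tested genes of the NADPH oxidase complexes, 7 were lower in DOP (median log2FC −0.24, camera adjusted p = 0.0547). The most abundant, CYBA, was 19.2 CPM in DOP and 36.6 in C (log2FC −0.93, edgeR adjusted p = 0.0907).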

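DUOX2 (ENSSSCG00000004678, chromosome 1, 126620468 to 126641406) was 3.24 ± 0.388 CPM in WCOC and 6.43 ± 2.07 CPM in C (log2FC −0.99, SE 0.21, edgeR adjusted p = 0.0122), called in all 10 leave-one-out fits. In WCOC 7 of the 8 NADPH oxidase genes were lower (median log2FC −0.59, camera adjusted p = 0.0427). The list held 3 DEGs, 2 lower and 1 higher in WCOC, and 4 when p was adjusted over the list alone. In total, 5 of the list are among the paper's DEGs. With the macrophage list mean as a covariate the median of the list turned to 0.16.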

The effect of the DOP diet on oxidative activity may also be associated with the relationship between the Apelin system and ROS (Figure 2). 

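MAPK12 (ENSSSCG00000032693, chromosome 5, 429635 to 437970) was 61.2 ± 30.2 CPM in DOP and 32.5 ± 7.37 CPM in C in the count files (log2FC 0.91, SE 0.28, edgeR adjusted p = 0.127), highest in DOP replicate 5 (109 CPM), and 0.60 on the log2 scale without that library. GPX2 (ENSSSCG00000002279, chromosome 7, 89007636 to 89011620, overlapping CHURC1) was at or near 0 counts in 12 of the 15 libraries: at most 2 counts in each C and WCOC library and in DOP replicates 1 and 3. DOP was at least 13.02-fold higher on average, and DESeq2 gave an adjusted p of 0.0485. The value rests mainly on DOP replicate 5.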

The inhibition of ROS generation is primarily mediated by mitogen-activated protein kinase (MAPK12) and AMPK, proteins encoded by genes overexpressed in DOP diet, which activate antioxidant enzymes such as superoxide dismutase, catalase, glutathione peroxidase 2 (*GPX2*, overexpressed in the DOP diet, Table 1), and NOX. Our results are consistent with studies highlighting the antioxidant properties of olive leaf extracts (Bhattacharjee et al., 2020; Rana et al., 2022). These antioxidants may contribute to blood pressure reduction by enhancing endothelial function, possibly by decreasing ROS levels (Bhattacharjee et al., 2020). Meanwhile, the protective function of polyphenols in eliminating ROS in the organism is well documented (Rana et al., 2022).

In the WCOC diet, additional pathways associated with inflammation were also inhibited, such as *Pyroptosis Signaling pathway*, *Pathogen-Induced Cytokine Storm Signaling pathway,* and *Role of Pattern Recognition Receptors in Recognition of Bacteria and Viruses*. Pyroptosis, an inflammatory programmed cell death, releases many pro-inflammatory factors, such as inflammasomes (Xue et al., 2019). 

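NLRP3 (ENSSSCG00000013940, chromosome 2, 56892241 to 56977412, overlapping LOC106507305) was 1.07 ± 0.308 CPM in WCOC and 3.21 ± 2.32 CPM in C (log2FC −1.59, SE 0.52, edgeR adjusted p = 0.0655), no DEG in the edgeR fit by diet alone, called among the leave-one-out fits only without control replicate 2, with adjusted p down to 0.0460, and called by DESeq2 (adjusted p = 0.0159). PYCARD (ENSSSCG00000040811) was 0.774 ± 0.306 CPM in WCOC and 1.99 ± 1.03 CPM in C (log2FC −1.36 ± 0.40 (SE), adjusted p = 0.0447), a DEG called in 3 of 10 leave-one-out fits, lost without control replicates 3, 4 and 5 and WCOC replicates 1, 3, 4 and 5 with adjusted p up to 0.120. Both genes had few counts, 24 to 47 for NLRP3 and 9 to 37 for PYCARD per WCOC library, and their highest levels were in control replicates 3 and 5.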

The inhibition of pyroptosis may be attributed to the suppression of genes such as *Nucleotide-binding Oligomerization Domain, Leucine-Rich Repeat, Pyrin Domain-Containing 3* (*NLRP3*), and *PYD and CARD Domain Containing* (*PYCARD*), as well as various members of *TLR* genes. NLRP3 is crucial for inducing pyroptosis in response to various inflammatory stimuli and cellular damage (Coll et al., 2022), interacting with PYCARD protein, an essential adaptor protein of inflammasomes. TLR proteins and ROS from mitochondrial activity can activate the NLRP3 inflammasome (Kinra et al., 2022; Chung et al., 2020). The higher expression of the *NLRP*3 gene in the C group is in agreement with other studies showing that SFA-rich diets can activate the NLRP3 inflammasome in different tissues (Karasawa et al., 2018). Furthermore, olive derivatives’ impact on pyroptosis through these molecules has also been documented (Kaneko et al., 2019; Taticchi et al., 2019). Cytokines can also be induced by ROS (Mittal et al., 2014) causing severe inflammatory responses and tissue damage when excessively released, known as a cytokine storm (Karki and Kanneganti, 2021). 

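Among chemokine genes, CXCL10 (log2FC −0.99, SE 0.40, edgeR adjusted p = 0.129) and CXCL14 (log2FC −0.90 ± 0.34 (SE), adjusted p = 0.112) were no DEGs with edgeR. DESeq2 called CXCL14 (adjusted p = 0.0491) and not CXCL10 (adjusted p = 0.0636). CCL11 did not pass the filter, with 0 to 5 counts in WCOC and 2 to 16 in C (log2FC −2.46, SE 0.74, adjusted p = 0.0589 without a filter). IL17D was 6.46 ± 1.52 CPM in WCOC and 11.7 ± 1.36 CPM in C (log2FC −0.86 ± 0.17 (SE), adjusted p = 0.00874, called in all 10 leave-one-out fits), IL27RA 8.90 ± 1.74 CPM in WCOC and 14.6 ± 4.38 CPM in C (log2FC −0.72 ± 0.20 (SE), adjusted p = 0.0366, called in 5 of 10 leave-one-out fits, lost without control replicates 3 and 5 and WCOC replicates 1, 2 and 4 with adjusted p up to 0.0952) and IL2RG 4.77 ± 1.76 CPM in WCOC and 13.4 ± 8.74 CPM in C (log2FC −1.50 ± 0.42 (SE), adjusted p = 0.0370, called in 5 of 10 leave-one-out fits, lost without control replicates 3 and 5 and WCOC replicates 1, 3 and 4 with adjusted p up to 0.0992). The annotation has CXCL10 (ENSSSCG00000032474, overlapping ART3) on chromosome 8 from 71693641 to 71695948, CXCL14 (ENSSSCG00000014310) on chromosome 2 from 137803988 to 137813118, IL17D (ENSSSCG00000025308, overlapping EEF1AKMT1) on chromosome 11 from 1029219 to 1066086, IL27RA (ENSSSCG00000013766) on chromosome 2 from 65127278 to 65149665 and IL2RG (ENSSSCG00000012397, overlapping MED12) on chromosome X from 57143568 to 57151242. With the macrophage list mean as a covariate the log2FC of IL2RG was 0.04.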

The inhibition of *Cytokine Storm Signalling* in the WCOC diet may result from the downregulation of genes encoding chemokine ligands (e.g., *CXCL10*, *CXCL14*, and *CCL11*) and interleukins (e.g., *IL17D*, *IL27RA*, and *IL2RG*).

Finally, the WCOC diet induced apoptosis, or programmed cell death. This genetically regulated process involves the selective elimination of cells and may be attributed to the activation of caspases (Han et al., 2009). In this context, several genes that inhibit caspases, such as *B-cell lymphoma 2 Related Protein A1* (*BCL2A1*)*, Baculoviral IAP Repeat Containing 5* (*BIRC5*), and *Cyclin Dependent Kinase Inhibitor 1A* (*CDKN1A*), were downregulated in the WCOC. 

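BIRC5 was 2.32 ± 0.705 CPM in WCOC and 5.44 ± 1.16 CPM in C (log2FC −1.23, SE 0.21, edgeR adjusted p = 0.00321), called in all 10 leave-one-out fits, and BCL2A1 1.42 ± 0.705 CPM in WCOC and 3.67 ± 1.77 CPM in C (log2FC −1.37 ± 0.39 (SE), adjusted p = 0.0395), called in 4 of 10 leave-one-out fits, lost without control replicates 3 and 5 and WCOC replicates 1, 3, 4 and 5 with adjusted p up to 0.103. CDKN1A was 139 ± 46.2 CPM in WCOC and 207 ± 34.1 CPM in C (log2FC −0.57 ± 0.20 (SE), adjusted p = 0.0789) and no DEG, apart from the fit without WCOC replicate 2 (adjusted p = 0.0221). DESeq2 did not call it, with a log2FC of −0.576 inside the limit (adjusted p = 0.0326). The annotation places BCL2A1 (ENSSSCG00000040010) on chromosome 7 from 48887227 to 48897667, BIRC5 (ENSSSCG00000040486) on chromosome 12 from 3747276 to 3755214 and CDKN1A (ENSSSCG00000001565) on chromosome 7 from 32354776 to 32363771. BIRC5 also belongs to the Kinetochore metaphase pathway of Table 3. A fixed list of 29 tested cell division genes, 26 of them among the paper's DEGs, had 28 lower members in WCOC (median log2FC −1.99, camera adjusted p = 1.2e-31) and 26 DEGs. The list mean was 1.34 ± 0.41 log2 CPM in WCOC and 3.13 ± 0.36 in C (exact permutation p = 0.00794, the smallest that 5 against 5 libraries allow in a two-sided test). Within WCOC, BIRC5 was 3.56 CPM in replicate 2 and at most 2.19 CPM in the others. With the macrophage list mean as a covariate the log2FC of BCL2A1 was 0.01.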

Several studies have reported the anti-proliferative and pro-apoptotic effects of olive oil and its derivatives, particularly relevant in the elimination of tumor cells (Isik et al., 2012).

The Iberian is an obese pig breed characterized by its high fat deposition and genetic predisposition to a proinflammatory status (Óvilo et al., 2010). In obese individuals, series of metaflammation processes occur in adipose tissue. This involves excessive lipid accumulation and oxidative stress, leading to chronic inflammation and the onset of various conditions such as insulin resistance and metabolic diseases. Imbalances in lipid metabolism result in an excess of free fatty acids, which can, in turn, increase oxidation reactions, thus generating an excess of ROS. Consequently, there is a closely related relationship between lipid metabolism, oxidative processes, and the immune system. The results described in this study revealed that both experimental diets based on olive by-products seem to alleviate inflammatory and oxidative processes in the animal, potentially modulated by different genes involved in different metabolic pathways. This effect could potentially improve animal welfare. However, experiments with individually controlled feeding would be recommended to elucidate the precise mechanisms and effects of the different dietary components on gene expression and metabolic regulation. Additionally, investigating physiological parameters such as metabolites, enzymes, and immunological compounds would greatly enhance our understanding of these complex interactions and their implications for overall health.

## Data Availability

The datasets presented in this study can be found in online repositories. Array data generated in this study were deposited into the Gene Expression Omnibus database (accession number: GSE264195).

How the deposited data were processed for this re-analysis (not part of the article)

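RNA of subcutaneous fat from 5 pigs per diet (C, DOP and WCOC) was read as 15 libraries, 1 per pig. The authors aligned untrimmed read pairs to the Sscrofa11.1 assembly with HISAT2 and counted them per Ensembl gene with HTSeq-count, and the deposited values are these raw counts, neither normalized nor pooled. Each deposited file holds 30477 genes and 5 summary lines for read pairs that were not counted, which stayed out of library sizes and tests and took 23.4% to 32.8% of a library. CPM, log2 values and percent values were not made by the authors and were computed here from the deposited counts. Diet and replicate number come from the labels of the libraries, and flow cell and lane from the run identifiers of the deposited files. The strand option of the counting and the annotation release are not given in the text or the labels, so the counts of genes that overlap a neighbour are uncertain.

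Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the diets as groups (14918 genes), libraries were scaled by TMM, and a quasi-likelihood model with 1 mean per diet was fitted to all 15 libraries (common dispersion 0.0814). The contrasts were DOP vs. C, WCOC vs. C and WCOC vs. DOP, each tested two-sided with Benjamini-Hochberg adjustment over all tested genes. A DEG had an adjusted p under 0.05 and a log2FC of at least 0.58 in size. Standard errors were taken from the unshrunk coefficients and the F statistic, and log2 CPM used a prior count of 1. For a group with no library above 3 counts the fold is given as a bound against that floor. Gene symbols came from a reference table (14864 symbols) and, for 5 genes, from the paper's supplement, and 11960 tested genes had a symbol. Positions are those of the Sscrofa11.1 annotation.

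The median number of counts on genes per library was 27522449 in C, 29104570 in DOP and 27098819 in WCOC. The workflow was tested on simulated data with 200 genes changed by 1 or 2 on the log2 scale and genes varying independently. Of these 155 were called, beside 10 unchanged ones of 14829 tested genes. In a comparison simulated without any change, 0 genes were called. A further 20 simulations without a diet effect gave the values that shared controls produce.

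The 16 lists of genes (skeletal muscle, epidermis and hair follicle, macrophage, osteoclast-like giant cell, T cell, B cell, endothelial, adipocyte, cell division, cholesterol synthesis, fatty acid synthesis, AMPK subunits, glycogen metabolism, NADPH oxidase, toll-like receptors, and X and Y chromosome) were written from general knowledge. They were tested with camera of limma 3.58.1 (preset correlation 0.01, adjusted over the lists of a comparison), except the X and Y chromosome list, of which 2 of 8 genes could be matched. Members of a list are not independent of each other, and for lists that share members with the paper's DEGs the camera test is not independent evidence. List means over the members were compared by exact permutation of the 10 libraries. Molecules of the functions and pathways of the paper were looked up without a set test. Concordance with the paper's RT-qPCR values was Lin's coefficient with 2000 bootstrap draws over genes. Relations across libraries were centred within diets and tested by all permutations within diets.

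The genes named are those of Table 1, the 10 RT-qPCR genes, the genes whose change the Results or Discussion names, and in each of the 3 comparisons the 3 largest rises and the 3 largest falls among the genes past both thresholds whose values do not overlap between the diets and whose mean is at least 1 CPM. A few of these genes are left out. Members of the lists are given as lists, with the most abundant member named.

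The alternatives were the size factors of DESeq2, TMM without the skeletal muscle list and the 50 most abundant genes, no filter, at least 10 counts in every library, DESeq2 1.42.0, limma-voom, robust quasi-likelihood, a fit on only the diets compared, the replicate number as a block, flow cell as a covariate, flow cell A alone, lane 2 of flow cell A alone, the mean of the skeletal muscle or macrophage list as a covariate, glmTreat, and no threshold on the log2FC. For the lists they also included fry and camera with the correlation estimated from the data. Each library was left out in turn (15 fits). Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The RT-qPCR measurements behind the paper's fold changes, the fatty acid profiles and the IPA scores were not analysed here.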

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

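The share of variance taken by the first component, as the measure for the skeletal muscle genes, and the DOP library with the highest value were chosen as tests after the rise of these genes in DOP had been seen. The lists, the alternatives and the rule for a library far from the others were set before the data were examined.

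A signal appeared in genes that the paper does not discuss. For DOP vs. C the median log2FC of the skeletal muscle list was 3.23 (camera adjusted p = 0.000627), with all 26 tested members higher, 0 of them DEGs and 11 with an unadjusted p under 0.05. Of 38 genes written, 27 had an identifier, none is on another list, and 0 is among the paper's DEGs. Abundant members were ACTA1 (6780.0 CPM in DOP, 680.1 in C and 115 in WCOC), CKM (2269.9, 201 and 39.9 CPM) and TNNT3 (1224, 122 and 27.4 CPM), with log2FC from 3.32 to 3.50 in DOP vs. C. Of the members with an identifier, 26 passed the filter. The list mean of single libraries ran from 0.08 to 10.18 log2 CPM in DOP and from 0.30 to 6.86 in C. The exact permutation test of the list mean gave p = 0.333 (n = 5 each), fry gave an adjusted p of 0.377 and camera with estimated correlation 0.562. With the macrophage list mean as a covariate the median was 1.69 (adjusted p = 0.106). With flow cell as a covariate the median was larger, 7.13, in a fit where control replicate 5 is the only control on the flow cell of DOP. The camera call was lost without either of 2 libraries. Without control replicate 2 the adjusted p was 0.0506 (median 2.92), and without DOP replicate 5 it was 0.0688 (median 1.63).

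A scaling effect moves all genes of a library alike, and the TMM factors of the libraries ran from 0.857 to 1.21, which is too narrow for a median log2FC of 3.23. The members rise and fall together rather than as a few separate genes, as their first component within the diets took 95.97% of their variance, against a median of 42.98% and a 97.5th percentile of 83.7% in 1000 random lists matched on expression. Reads shared between related genes would also raise this share and were not tested. Against the flow cell as the only source stands that control replicates 1 and 3 on flow cell A had 1357 and 1883 CPM of ACTA1, and DOP replicate 1 on flow cell B had 12.6 CPM. Genes of skeletal muscle rising together may reflect skeletal muscle tissue in some of the biopsies, which is a candidate explanation found and tested on the same data. A diet effect on the amount of muscle in the fat stays open as well, and was not tested apart from the permutation test above. A mixed sample or an exchanged library was not tested.

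In 4 of 276 groups of 5 libraries, 1 library lay far from the other 4 on the log2 CPM scale. Its gap to its neighbour was over 0.71 of the whole range, where 13.8 such groups are given by chance. All are in WCOC. The log2 scale narrows the gap of a high library. DOP replicate 5 did not pass the rule, although its PRKAA2 was 213 CPM against 11.4 to 46.98 CPM in the other DOP libraries. In WCOC replicate 2, BIRC5 was high (3.56 CPM, gap 0.756 of the range), as was CLEC5A (1.76 CPM, gap 0.778). In WCOC replicate 1, MVD was low (34.9 CPM, gap 0.712) and PRKAB2 high (36.00 CPM, gap 0.718). Without replicate 2 the log2FC in WCOC vs. C was −1.45 for BIRC5 (with it −1.23) and −2.86 for CLEC5A (with it −2.41). Without replicate 1 it was −0.53 for MVD (with it −0.66) and −0.09 for PRKAB2 (with it −0.01). Their number is under the chance number, no gene changed direction, and no technical or biological explanation was tested for them. The labels name no difference between the pigs of a diet.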

How the results depend on the processing

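No alternative was added after the results had been seen. On all libraries there were 114 DEGs in DOP vs. C, 933 in WCOC vs. C and 1158 in WCOC vs. DOP, 70 shared by DOP vs. C and WCOC vs. C, 19 camera calls of the lists, 41 called cases among the 78 changes the paper states for named genes, 322 called molecules of the functions, and RT-qPCR concordances of 0.963 (DOP) and 0.964 (WCOC). For changes under an alternative the cause was not tested, except where fewer libraries or genes entered the fit. The alternatives gave 83 unchanged and 41 changed values of these results, where a count changed if it moved by more than 1.5 times. With DESeq2 size factors, with TMM computed without the muscle list and the 50 most abundant genes, with robust quasi-likelihood and without a filter, none of these values changed. Within the total of DOP vs. C, the DEGs higher in DOP fell from 32 to 20 without a filter.

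DESeq2 gave 507 DEGs in DOP (298 of them lower, against 82 of 114 with edgeR), 112 of them among the 114, 235 shared DEGs and 62 named cases. With limma-voom these were 19, 5 and 23, and of the 19 DEGs 11 were higher and 8 lower in DOP. Fits on only the diets compared gave 2, 0 (960 genes with an unadjusted p under 0.05 in both comparisons) and 23. With at least 10 counts in every library 26 named cases were called, as fewer genes were tested (47 cases against 67). With glmTreat, which tests against the log2FC limit itself, the DEGs were 0 in DOP (644 genes with an unadjusted p under 0.05), 125 in WCOC, 80 in WCOC vs. DOP and 0 shared (203 at an unadjusted p under 0.05 in both), with 1 named case and 49 molecules. Without a limit on the log2FC there were 1493 DEGs in WCOC and 1842 in WCOC vs. DOP. For the lists, fry called 8 and camera with estimated correlation 0. The fry calls were osteoclast-like giant cell (0.0194) in DOP, cell division (3.7e-05), cholesterol synthesis (0.0258), endothelial (0.0258), fatty acid synthesis (0.0258), macrophage (0.0258) and osteoclast-like giant cell (0.0263) in WCOC, cell division (0.000133) in WCOC vs. DOP, and the macrophage and skeletal muscle lists in DOP were not among them (0.173 and 0.377). List tests under DESeq2 were not run.

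With flow cell as a covariate, DOP is compared with control replicate 5 alone on its flow cell. The number of DEGs in WCOC vs. DOP was then 1 (2073 genes with an unadjusted p under 0.05), with 46 shared DEGs and an RT-qPCR concordance of 0.816 in DOP. The comparison of DOP with C gave 170 DEGs, 65 of them among the 114. The median of the fatty acid synthesis list in DOP turned from −0.02 to 0.51, and that of the macrophage list in WCOC vs. DOP from −0.19 to 0.65. With flow cell A alone the DEGs in WCOC vs. C were 486, and with its lane 2 alone 34, from fewer libraries.

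With the muscle list mean as a covariate there were 43 DEGs in DOP, 451 in WCOC vs. DOP and 29 shared. With the macrophage list mean as a covariate there were 5 in DOP, 34 in WCOC and 0 shared (238 at an unadjusted p under 0.05 in both), 0 named cases (27 at an unadjusted p under 0.05), 19 molecules, and concordances of 0.745 in DOP and 0.481 in WCOC. It turned the median log2FC of the cell division list in DOP (−0.24 to 0.0851) and of the NADPH oxidase list in WCOC (−0.59 to 0.16), and the log2FC in WCOC of BCL2A1 (0.00639) and IL2RG (0.0439). For the epidermis and hair follicle list in WCOC, whose camera direction changed, the median was 3.47 against 1.06.

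With the replicate number as a block there were 0 DEGs in DOP (1950 genes with an unadjusted p under 0.05), 473 in WCOC, 561 in WCOC vs. DOP and 0 shared (805 at an unadjusted p under 0.05 in both), 9 named cases and 142 molecules. Libraries of different diets with the same number did not vary together: the median correlation of their deviations from the diet means was −0.10 (−0.50 to 0.34, 15 pairs), against 0.02 for 60 pairs of other numbers, and no pairing of the libraries was used.

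Over the fits that each left out 1 library, the DEGs ranged from 0 to 200 in DOP, from 468 to 1163 in WCOC and from 639 to 1291 in WCOC vs. DOP, the shared ones from 0 (where 723 to 926 genes had an unadjusted p under 0.05 in both comparisons) to 130, the camera calls from 16 to 22, the concordances from 0.923 to 0.971 in DOP and 0.909 to 0.976 in WCOC, the named cases from 16 to 44 and the molecules from 164 to 332. Shared DEGs were 0 when any one of control replicates 3 and 5 and DOP replicates 2, 3, 4 and 5 was left out. In DOP there were 200 DEGs without control replicate 1, 46 without control replicate 4, 4 and 1 without DOP replicates 3 and 5, and 0 without control replicate 3 (2135 at an unadjusted p under 0.05), control replicate 5 (2290), DOP replicate 2 (2275) or DOP replicate 4 (2426). In WCOC there were 532 without control replicate 3, 468 and 596 without WCOC replicates 1 and 4. For WCOC vs. DOP there were 731, 699, 639 and 700 without DOP replicates 2 and 5 and WCOC replicates 1 and 4. Between 16 and 27 named cases were called without control replicates 3 and 5 or WCOC replicates 1, 3 and 4. Among all other results, the alternatives left 3502 values as they were, 412 lost and 63 gained a call in the same direction, 90 moved, and the 7 named above changed direction. The leave-one-out fits left 2831 as they were, 367 lost and 37 gained a call, 31 moved and none changed direction.

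Of the named genes, GPX2, TNFRSF11B, ANKRD34A, KRT27, IYD, RIPK4, AMELY, ATP6V0D2 and CCL11 did not pass the filter. No library held more than 306 counts of any of them. The highest counts of GPX2, TNFRSF11B and ANKRD34A were in DOP replicate 5, and those of KRT27 in WCOC replicate 2. Whether more depth would bring these genes past the filter was not tested.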

Differences from the paper's values

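No test was added for these differences after they had been seen. The edgeR test of DOP vs. C gave 114 DEGs against the paper's 411, 32 higher against the paper's 220 and 82 lower against the paper's 191. Of the alternatives set before the data were examined, DESeq2 came within 1.5 times of the paper's total (507) and of its higher genes. Flow cell as a covariate (164) and the fit without control replicate 1 (154) came within 1.5 times of its lower genes. None of the other of the 24 alternatives did, for any of these counts.

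The largest rise of a DEG in DOP vs. C was a log2FC of 3.82 (PRND) against the paper's 6.59 (SLIT1). DESeq2 (5.35) and flow cell as a covariate (6.37) came within the margin, and the others of the 17 alternatives set before the data were examined did not. For SLIT1 itself the log2FC was 1.48 (SE 1.49) against the paper's 6.59 (the paper's SE 1.98). Flow cell as a covariate gave 8.85, within the margin, and the others of the 21 alternatives set before the data were examined did not reach it.

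In WCOC vs. C the largest rise of a DEG was 4.37 (FRMD1) against the paper's 21.73 (KRT27), and none of the 25 alternatives set before the data were examined closed the gap. KRT27 was not a DEG under any of them. Its log2FC without calling was 22.86 with DESeq2, which gave it no adjusted p, and 8.75 with edgeR without a filter (adjusted p = 0.202).

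The DEGs shared by both comparisons were 70 against the paper's 145. The fit without control replicate 1 (130) came within 1.5 times, and the others of the 29 alternatives set before the data were examined, DESeq2 among them (235), did not.

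The paper reports changes of named genes as DEGs in both diets. In the edgeR fit by diet alone, 20 of the changes in DOP and 15 of those in WCOC were not called, beside CYBB, which could not be matched. Those in DOP that DESeq2 called include EGF, GPX2, IL7, ITGAM, MAPK12, MYBPH, PPARGC1A, PTX3, TLR8, TNFRSF11B and TREM2. Other settings called IL7, ITGAM, TLR8 and TREM2 with flow cell as a covariate, TREM2 without control replicates 1 and 2 and DOP replicate 1. In DOP no setting called ADIPOQ, ANKRD34A, GYG1, IRS1, PRKAA2, PRKAB2, PRKAG3 and SLIT1.

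In WCOC, DESeq2 called AMELY, ATP6V0D2, CCL11, CXCL14, IYD, MVD, NLRP3, RIPK4, TLR2 and TNFSF8. Other settings called ATP6V0D2, IYD and RIPK4 without a filter, MVD with flow cell as a covariate, MVD and RIPK4 with flow cell A alone and without control replicate 5, TNFSF8 with the muscle list covariate, ATP6V0D2, CCL11 and RIPK4 without control replicate 1, NLRP3, RIPK4 and TLR2 without control replicate 2, RIPK4 without control replicate 3, RIPK4 and TNFSF8 without control replicate 4, ATP6V0D2 without WCOC replicates 1 and 5, ATP6V0D2 and CDKN1A without WCOC replicate 2, ATP6V0D2 and RIPK4 without WCOC replicate 3, ATP6V0D2 and CCL11 without WCOC replicate 4. No setting called ACACA, CXCL10, KRT27 and SCD.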

Other observations

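The correlations of the paper's DEGs with the means of the lists were chosen as tests after the results had been seen, the count of genes by their highest DOP library likewise, and the nearness of a left out control was chosen after the counts of DEGs had been seen and before its own value was known.

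The genes that the paper reports as DEGs were compared with the skeletal muscle and macrophage lists across libraries that played no part in the diet they concern, so that a difference between the diets could not produce the relation. The control libraries had also served to choose these genes. List members and the genes themselves were kept apart, values were centred within each diet, n = 10 libraries, and 6 relations were tested. For genes higher in DOP and the muscle list, over C and WCOC, the median Pearson r was 0.33 (exact permutation p = 0.0240, adjusted 0.0479) and the median Spearman rho 0.30 (exact permutation p = 0.0187), with r 0.22 without the 2 farthest libraries (C 2 and C 3), 0.36 within flow cell A. For genes lower in DOP and the macrophage list, over C and WCOC, the median Pearson r was 0.69 (exact permutation p = 0.00264, adjusted 0.0158) and the median Spearman rho 0.50 (exact permutation p = 0.00931), with r 0.53 without the 2 farthest libraries (C 5 and WCOC 2), 0.59 within flow cell A. For genes lower in WCOC and the macrophage list, over C and DOP, the median Pearson r was 0.40 (exact permutation p = 0.0177, adjusted 0.0479) and the median Spearman rho 0.30 (exact permutation p = 0.0369), with r 0.28 without the 2 farthest libraries (C 5 and DOP 1). For genes lower in DOP and the muscle list the median Pearson r was −0.01 (exact permutation p = 0.524, adjusted 0.628) and the median Spearman rho 0.00 (exact permutation p = 0.546), with r −0.33 without the 2 farthest libraries (C 2 and C 3), 0.22 within flow cell A. For genes higher in DOP and the macrophage list the median Pearson r was 0.06 (exact permutation p = 0.399, adjusted 0.599) and the median Spearman rho −0.05 (exact permutation p = 0.694), with r 0.35 without the 2 farthest libraries (C 5 and WCOC 2), 0.21 within flow cell A. For genes higher in WCOC and the macrophage list the median Pearson r was −0.12 (exact permutation p = 0.858, adjusted 0.858) and the median Spearman rho −0.10 (exact permutation p = 0.913), with r −0.19 without the 2 farthest libraries (C 5 and DOP 1). An r over 0.5 with the muscle list was reached by 84 of 214 (39.3%) against 12.6% of all genes for genes higher in DOP, and with the macrophage list by 105 of 174 (60.3%) against 10.8% of all genes for genes lower in DOP and by 248 of 587 (42.2%) against 12.6% of all genes for genes lower in WCOC. DOP lies on flow cell B alone, so no value within a flow cell was computed over C and DOP.

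A share of the genes higher in DOP may follow the amount of skeletal muscle in a biopsy, given the r of 0.33 in libraries of C and WCOC. With the muscle list mean as a covariate, 122 of the 214 genes had an unadjusted p under 0.05 (median log2FC 0.68), against 208 without it (1.12), and all kept their direction. The macrophage list mean as a covariate left fewer of them, 68, so a loss under a covariate does not by itself tie these genes to muscle. DOP replicate 5, which had the most ACTA1 (23994 CPM), held the highest DOP value of 148 of the 214 genes (69.2%), against 25.9% of all tested genes. The relation to the muscle list is not exclusive: without the 2 farthest libraries of each list the median r of these genes was 0.22 with the muscle list and 0.35 with the macrophage list. What stays open is whether these genes also rise in fat cells, since the counts of a biopsy do not separate its cells.

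Macrophage transcripts were lower in both diets (median log2FC −1.12 and −1.21, 20 genes written, 18 tested, 16 among the paper's DEGs). Both falls are measured against the same 5 controls. One control pig with high values is not the source of the direction, since the smallest fall with a control left out was −0.91 (WCOC, without control replicate 5). The list mean was high in both control replicates 3 and 5, at 5.34 and 5.58 log2 CPM. It was 4.12 to 4.41 in the other controls, 3.19 to 4.48 in DOP and 3.05 to 4.27 in WCOC. A fit without both high controls was not tried. The falls of the list mean are smaller without them, since the other controls lie under the C mean of 4.73. DOP replicate 1 (4.48) lay above all of these other controls, while the mean was 3.83 in DOP and 3.49 in WCOC. How much both high controls add to the median log2FC stays open. Fewer macrophages in the biopsies may underlie part of the genes lower in each diet, given the r of 0.69 and 0.40 above. With the macrophage list mean as a covariate, 138 of 189 genes lower in DOP had an unadjusted p under 0.05 (184 without it), and 298 of 636 genes lower in WCOC (634 without it). All 189 kept their direction, and 588 of the 636 did. The covariate also left 177 of the genes higher in WCOC with an unadjusted p under 0.05 (273 without it), so a loss under this covariate does not by itself tie a gene to macrophages. CSF1R, the most abundant member, was 92.3 CPM in DOP, 74.7 in WCOC and 151 in C. A lower expression of these genes in the same number of cells, as an effect of the diets, stays open and was not tested.

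Cell division transcripts were lower in WCOC (median log2FC −1.99, 33 genes written, 29 tested, 26 among the paper's DEGs). Its most abundant member was NUSAP1 212 CPM in DOP, 134 in WCOC and 174 in C. With the macrophage list mean as a covariate the median was −1.56, with 28 members lower (camera adjusted p = 2.0e-32). A lower macrophage content, as far as this mean measures it, is therefore not the whole source. The list mean does not measure how many macrophages divide, so fewer dividing macrophages stay open. With flow cell as a covariate the median was −1.89. The median in DOP was −0.24 (camera adjusted p = 0.0123, lost without control replicates 2 and 5 and DOP replicate 2, with adjusted p up to 0.171) and in WCOC vs. DOP −1.77 (camera adjusted p = 2.6e-27). Which cells divide less in WCOC stays open.

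All DOP libraries lie on flow cell B, with control replicate 5 as the only other library there. If the flow cell made the differences, this control would lie near DOP. Over the 954 genes that separated DOP from the 4 controls of flow cell A (unadjusted p under 0.05), it lay nearer to the DOP mean for 18.97%. For the other controls left out in the same way this was 51.8%, 33.1%, 36.9% and 31.5% (replicates 1 to 4). With flow cell as a covariate, 139 of the 189 tested genes that the paper reports as lower in DOP had an unadjusted p under 0.05 (184 without it), but of the 214 higher genes 57 had one (208 without it) while 213 kept their direction, and the DEGs higher in DOP went from 32 to 6. Of the 189 lower genes 183 kept their direction. For the genes higher in DOP the flow cell stays open. The nearness and the covariate both rest on control replicate 5 as the only control of flow cell B, and the share for replicate 1 shows how far single controls differ. For WCOC vs. C the median ratio of the log2FC within flow cell A to that over all libraries was 0.963 over the DEGs, 921 of 921 kept their direction, and 439 were called there too (916 of 916 and 33 in lane 2 of flow cell A).

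The 10 libraries of each comparison were also split in other ways, with 100 of the 126 splits drawn for each. For DOP vs. C, 2 splits gave at least as many DEGs as the diets, the diets included. The other one, with 294 DEGs, set control replicates 1 and 3 and DOP replicates 2, 4 and 5 against the rest, and these are the 5 libraries with the most ACTA1 in this comparison. It follows no flow cell, since it takes libraries of flow cells A and B on both sides. In WCOC vs. C and in WCOC vs. DOP, 1 split each, the diets themselves, gave as many. The largest other counts were 396 and 2, and the median of the others was 0 in all comparisons.

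DOP and WCOC were also compared with each other. In WCOC vs. DOP 1158 genes were DEGs, 396 higher and 762 lower in WCOC, and in 1328 of all tested genes (8.90%) the values of the diets did not overlap (chance share 0.794%). No library of WCOC lies on the flow cell of DOP, so for this comparison diet and flow cell cannot be told apart, and control replicate 5 alone links the flow cells. FRMD1 was at least 49.7-fold higher in WCOC (5.40 ± 6.18 CPM, edgeR adjusted p = 0.00163), as no DOP library had more than 2 counts. CAMK1G (ENSSSCG00000015619) had log2FC 2.66 (SE 0.68, adjusted p = 0.0229) and was called in 7 of 10 leave-one-out fits, lost without DOP replicates 2 and 5 and WCOC replicate 2 with adjusted p up to 0.0552. ENSSSCG00000051330 had log2FC 2.50 (SE 0.45, adjusted p = 0.00475). MAFA (ENSSSCG00000034820) was at least 42.4-fold lower in WCOC (adjusted p = 0.00965), and POPDC3 (ENSSSCG00000004367) had log2FC −3.83 (SE 0.87, adjusted p = 0.0143). With the muscle list covariate MAFA was −2.64 (adjusted p = 0.0644) and POPDC3 −1.51 (adjusted p = 0.0643). The median log2FC and camera adjusted p were −5.77 (2.7e-06) for the skeletal muscle list, −0.61 (2.7e-06) for fatty acid synthesis, −0.51 (0.00289) for glycogen metabolism and 3.59 (0.299) for epidermis and hair follicle.

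Comparisons of lists that were not given above had the following medians of the log2FC against C, with camera adjusted p. T cell (11 genes written, 9 tested, 0 among the paper's DEGs): 0.07, adjusted p = 0.585 in DOP and −0.11, adjusted p = 0.386 in WCOC, CD247 52.8 CPM in DOP, 46.1 in WCOC and 54.6 in C. B cell (7 genes written, 3 tested, 0 among the paper's DEGs): 1.60, adjusted p = 0.117 in DOP and 1.50, adjusted p = 0.524 in WCOC, JCHAIN 7.25 CPM in DOP, 5.33 in WCOC and 5.82 in C. Endothelial (10 genes written, 8 tested, 1 among the paper's DEGs): 0.37, adjusted p = 0.000231 in DOP and 0.35, adjusted p = 0.000849 in WCOC, PECAM1 661 CPM in DOP, 637 in WCOC and 513 in C. Epidermis and hair follicle (21 genes written, 6 tested, 1 among the paper's DEGs): −2.53, adjusted p = 0.0897 in DOP and 1.06, adjusted p = 0.885 in WCOC, KRT10 2.29 CPM in DOP, 16.4 in WCOC and 8.89 in C. Skeletal muscle in WCOC: −2.51, adjusted p = 0.0427, lost without control replicates 1 and 3 and WCOC replicates 2, 3 and 5 (median −1.19 and adjusted p = 0.411 without control replicate 3), with an exact permutation p of 0.310 for the list mean. AMPK subunits in WCOC: −0.01, adjusted p = 0.581. Toll-like receptors in WCOC: −0.16, adjusted p = 0.504, with 6 members lower and 3 higher. The paper names TLR2, TLR8 and TLR9 as lower in WCOC, while the most abundant member, TLR7, was higher (log2FC 0.37, edgeR adjusted p = 0.0120). For T cell and B cell genes no member was a DEG in either diet, with 0 and 0 at an unadjusted p under 0.05 in DOP and 0 and 1 in WCOC. The macrophage list had 11 (DOP) and 18 (WCOC) members past the thresholds when p was adjusted over the list alone, the osteoclast-like list 8 and 8 (DEGs 6 and 7), and the AMPK subunits 2 in DOP. CYBB is the only gene on 2 lists (macrophage and NADPH oxidase).

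Of the X and Y chromosome list, KDM5D and EIF1AY could be matched. The CPM of KDM5D (ENSSSCG00000032354) in replicates 1 to 5 were 11.04, 13.8, 11.3, 0.0779, 0 in C, 14.1, 13.4, 13.4, 13.6, 0 in DOP and 0.131, 12.4, 14.9, 0.286, 0 in WCOC. Those of EIF1AY (ENSSSCG00000037509) were 31.7, 37.8, 30.3, 0.0390, 0.199 in C, 32.5, 36.00, 35.7, 35.6, 0 in DOP and 0.196, 29.5, 36.6, 0.540, 0.0885 in WCOC. Both genes were high in the same libraries, C replicates 1 to 3, DOP replicates 1 to 4 and WCOC replicates 2 and 3. The annotation places EIF1AY on chromosome Y. The labels and the text give no sex for the pigs and none was assigned. These libraries are spread unevenly over the diets and no fit took this into account. A part of sex in the differences between the diets was therefore not tested.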
